# Laser microdissection transcriptome data derived gene regulatory networks of developing rice endosperm revealed tissue- and stage-specific regulators modulating starch metabolism

**DOI:** 10.1007/s11103-021-01225-w

**Published:** 2022-01-31

**Authors:** Tsutomu Ishimaru, Sabiha Parween, Yuhi Saito, Takehiro Masumura, Motohiko Kondo, Nese Sreenivasulu

**Keywords:** Aleurone cells, Developing endosperm, Laser microdissection, Rice, Starchy endosperm, Storage compounds, Transcriptome

## Abstract

**Key message:**

Laser microdissection applied on the developing rice endosperm revealed tissue- and stage-specific regulators modulating programmed cell death and desiccation tolerance mechanisms in the central starchy endosperm following starch metabolism.

**Abstract:**

Rice (*Oryza sativa* L.) filial seed tissues are heterozygous in its function, which accumulate distinct storage compounds spatially in starchy endosperm and aleurone. In this study, we identified the 18 tissue- and stage-specific gene co-regulons in the developing endosperm by isolating four fine tissues dorsal aleurone layer (AL), central starchy endosperm (CSE), dorsal starchy endosperm (DSE), and lateral starchy endosperm (LSE) at two developmental stages (7 days after flowering, DAF and 12DAF) using laser microdissection (LM) coupled with gene expression analysis of a 44 K microarray. The derived co-expression regulatory networks depict that distinct set of starch biosynthesis genes expressed preferentially at first in CSE at 7 DAF and extend its spatial expression to LSE and DSE by 12 DAF. Interestingly, along with the peak of starch metabolism we noticed accumulation of transcripts related to phospholipid and glycolipid metabolism in CSE during 12 DAF. The spatial distribution of starch accumulation in distinct zones of starchy endosperm contains specific transcriptional factors and hormonal-regulated genes. Genes related to programmed cell death (PCD) were specifically expressed in CSE at 12DAF, when starch accumulation was already completed in that tissue. The aleurone layer present in the outermost endosperm accumulates transcripts of lipid, tricarboxylic acid metabolism, several transporters, while starch metabolism and PCD is not pronounced. These regulatory cascades are likely to play a critical role in determining the positional fate of cells and offer novel insights into the molecular physiological mechanisms of endosperm development from early to middle storage phase.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-021-01225-w.

## Introduction

Rice (*Oryza sativa* L.) is a staple food for providing calories to more than half of the world’s population (Carriger and Vallee 2007). Rice grain is rich with major storage compounds such as starch and proteins with minor representation of lipid, minerals and phytonutrients. Many vital nutritional storage compounds do accumulate in aleurone layer (AL), which is removed upon milling during the processing of the mature grain. As a result, the milled starchy endosperm (SE) is predominantly rich in starch (up to 90%) and different storage proteins (6–8%) primarily used for human consumption to provide the necessary calories (Itani et al. 2002; Tanaka et al. 1995). It is important to understand the underlying molecular-physiological process occurring during AL and SE development, critical to improve rice grain quality. 

Rice endosperm consists of different zones conferring distinct physiological processes during the onset of development. Aleurone cells are the first filial tissue that receives the unloaded nutrients at the outermost filial endosperm tissue (Oparka and Gates 1981), which will be rerouted to endosperm. Aleurone cells start to differentiate at 5 DAF (Ishimaru et al. 2003) concomitantly with the start of vital nutritional storage compound accumulation such as lipids, accumulation of globulins, micronutrients, vitamins, antioxidants and dietary fibre (Tanaka et al. 1995). Aleurone cells remain viable throughout seed development to ensure the supply of sucrose and other nutrients through active transporters. 5–7 DAF corresponds to the initial stage of starch accumulation (Hoshikawa 1968; Ishimaru et al. 2003), with the metabolic switch of sucrose cleavage from invertase to sucrose synthase (Hirose et al. 2002, 2008) and channeling the hexoses to activate starch metabolism (Hirose and Terao 2004). Accumulation of starch and storage proteins proceeds asynchronously among SE zones. During 5–8 DAF, starch accumulation predominantly occurs at the central zone of starchy endosperm (CSE), and then starch accumulation spreads to the outer zone such as lateral and dorsal starchy endosperm (LSE and DSE, respectively) (Hoshikawa 1968; Ishimaru et al. 2003). Amylose content remains highest in the CSE zone among endosperm tissues (Itani et al. 2002). Spatial and temporal accumulation of starch is concomitantly associated with changes in water distribution in the developing endosperm (Horigane et al. 2001; Ishimaru et al. 2009). Programmed cell death (PCD) of endosperm initiates in CSE zone, then proceeds to peripheral zones (Kobayashi et al. 2013), suggesting that PCD of SE is coordinated with the completion of the starch granule packing (Xu et al. 2010). On the other hand, storage proteins are preferentially accumulated in the peripheral layer of starchy endosperm such as LSE zone, while they are not accumulated so much in DSE zone (Saito et al. 2008). Spatial and temporal preference in accumulation of storage compounds differs even among zones of SE.

Because of the spatial differences in its function and diversified storage accumulation patterns among zones of developing endosperm, it is important to dissect the heterogeneous endosperm tissue into compartments to derive tissue- and stage-specific gene regulatory networks likely to shed interesting insights into molecular-physiological process occur during AL and SE development. LM is a powerful tool for dissecting targeted specific cells from heterogeneous tissue viewed under a microscope, using an intense laser beam (Emmert-Buck et al. 1996). With LM, we previously succeeded in developing a method for obtaining high-quality RNA from developing rice endosperm, facilitating precise expression analysis (Ishimaru et al. 2007). Note that separating these specific zones of endosperm cells such as AL, CSE, DSE, and LSE is impossible through manual dissection. Our previous LM study coupled with qRT-PCR on developing endosperm at 7DAF revealed that the distinct metabolic pathways exist between AL and SE zones; AL predominantly expressed mRNAs for the sucrose uptake, sucrose cleavage, TCA cycle, and oxidative phosphorylation supported by large numbers of mitochondria and presence of oxygen (Ishimaru et al. 2015). On the contrary, the expression levels of ADP-glucose pyrophosphorylase (*AGPL2* and *AGPS2b*) in each SE tissue spatially corresponded to the distribution of starch granules within the endosperm tissues (Ishimaru et al. 2015). This preliminary LM study infers the dynamic and coordinated changes in expression of genes in relation to distinct storage compounds accumulated in the zones of developing rice endosperm. Indeed, previous transcriptome and proteome studies using entire starchy endosperm suggest important roles of central carbon and starch metabolism, protein and amino acid metabolism, carbon fixation, alcoholic fermentation, hormone regulation, and transcription factors temporally regulated during rice endosperm development (Gao et al. 2013; Xu et al. 2010; Xue et al. 2012). Wu et al. (2020) applied LM technology to the fine maternal tissues and developing endosperm in rice to identify the important transcriptional factors that control endosperm development, but we do not understand spatial expression patterns regulating distinct storage compounds among fine endosperm zones. Mutant studies with altered rice endosperm development have revealed critical regulators related to aleurone cell specification, starch synthesis, storage protein accumulation (See review, Zhou et al. 2013).

The present study aims to reveal tissue-specific and stage-preference gene regulatory networks among different zones of developing SE tissue fractions as well in AL tissue fractions, which exhibit different functions and accumulate distinct storage compounds. LM was used to isolate the specific endosperm zones from developing grains of 7 DAF and 12 DAF as representative of early and middle storage phase, respectively. Transcriptome derived molecular physiological mechanisms of endosperm development from early to middle storage phase is unraveled and distinct regulators influencing distinct storage compounds and PCD regulation is discussed. 

## Material and methods

### Plant materials

A Japonica Group rice cultivar, ‘Nipponbare’ (*Oryza sativa* L.), was germinated and a four-week seedling was transplanted to 0.02 m^2^ pots with a fertilizer application of 0.5–2.3–2.2 g of N–P_2_O_5_–K_2_O as basal dressing. Plants were grown outdoors, then pots were transferred into a naturally illuminated temperature-controlled chamber at the booting stage. Day (13 h) and night (11 h) air temperatures were maintained at 26 °C and 20 °C, respectively until maturity. Top dressing (0.4 g of nitrogen per pot) and chemical spraying were applied as necessary. Flowering spikelets located from the first to the fourth primary rachis branches counted from the top of the panicle, which are represented as ‘superior caryopses’ (Ishimaru et al. 2003) were marked with fine-tipped pens. Plants were kept disease-free with the application of appropriate chemicals.

### Stereo microscope

Entire developing grain from 0 to 20 days after flowering (DAF) and matured kernel were viewed under a stereo microscope (SZX10, Olympus) and photographed with a digital camera (E-330, Olympus). Median transverse sections (1.0–1.5 mm thickness) of developing caryopses at 7 and 12DAF, and maturity were made by a sharp razor blade and photographed.

### Transmission electron microscope (TEM)

Developing endosperm zones of AL, CSE, DSE, and LSE at seven days and 12 days after flowering (DAF) was observed following the method of Ishimaru et al. (2019).

### Laser microdissection (LM)

Fixation, embedding, and dissection of fine endosperm tissues by LM were based on the method of Ishimaru et al. (2007). Developing caryopsis at 7 and 12DAF were prepared for LM with three biological replicates. Aleurone layer at the dorsal side (AL), center, dorsal, and lateral starchy endosperm (CSE, DSE, and LSE, respectively) were microdissected with an AS LMD system (Leica Microsystems, Wetzlar, Germany) as described by Ishimaru et al. (2019).

### One-color microarray analysis

Extraction of ribonucleic acid (RNA), integrity assessment, and quantification of RNA were conducted following the methods of Ishimaru et al. (2007). Microarray experiment was conducted based on the method of Takehisa et al. (2012). Total RNA (2.5 ng) was amplified to obtain complementary RNA (cRNA) using a Quick Amp Labeling kit and labelled using One-color (Agilent technologies) cyanine-3 (Cy3)-CTP, according to the modified manufacturer’s instruction. The Cy3-labeled cRNA was purified by Rneasy Mini Kit (Qiagen). Concentration of cRNA was quantified by a NanoDrop ND-1000 UV–VIS spectrophotometer (NanoDrop Technologies). A total of 900 ng Cy3-labeled cRNAs were fragmented and hybridized on a slide glass of rice 4 × 44 K microarray RAP-DB (G2519F#15241; Agilent Technologies). Hybridization and washing of the hybridized slides were performed according to the manufacturer’s instructions. Slides were scanned on an Agilent G2505B DNA microarray scanner, and background of the Cy3 raw signals was corrected using the Feature Extraction (ver. 10.5.1.1, Agilent Technologies).

### Calculation of differential expressed genes

The single channels Agilent microarray expression data of 12 microdissected samples of AL, DSE, CSE and LSE at 7DAF and 12 DAF of three replicates were used for differential expression analysis (DEGs). The differentially expressed genes (DEGs) were calculated in three sets (Supplementary Table S1) using the R package limma (Ritchie et al. 2015; Smyth 2004) which uses the linear and empirical based methods. At first DEGs calculated within 7DAF between different tissue types such as, AL, DSE, CSE, and LSE, subsequently between different tissue types within 12 DAF. Secondly, across all tissue types of 7DAF vs 12DAF and thirdly 7DAF vs 12DAF tissues individually. 

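Of the 6 comparisons between tissues at 7DAF, AL against CSE gave 8892 probes called as differentially expressed, AL against DSE 5461, AL against LSE 7422, CSE against DSE 6216, CSE against LSE 4482 and DSE against LSE 1296. At 12DAF, the numbers of called probes were 10837 for AL against CSE, 7395 for AL against DSE, 7724 for AL against LSE, 8085 for CSE against DSE, 8752 for CSE against LSE and 607 for DSE against LSE. The probes were tested with limma (R), in 1 model of the 8 groups of tissue and stage with 3 arrays each. A probe was called where its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was above 1 in either direction. Between the stages, 4381 probes were called in AL, 7125 in CSE, 6491 in DSE and 5294 in LSE. With the 4 tissues averaged, 5780 probes were called between 7DAF and 12DAF, of which 1966 were higher at 12DAF. The share of called probes that were higher in AL than in CSE, DSE or LSE lay between 79.9% and 87% in these comparisons, but between 41.1% and 58% when the arrays were scaled to the 75th percentile of all rice probes. The alternative that moved these counts most was the normexp background correction followed by the 75th percentile, with 38 probes for DSE against LSE at 7DAF. That fit placed the mean background of 2 arrays far below 0, at -477 for replicate 2 of LSE at 7DAF and at -145 for replicate 1 of CSE at 12DAF, because of a few spots dimmer than their surroundings.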

All the sets were combined and only unique probes of ~ 15 k were retained with log_2_ fold change |> + -1| based on the P-value and adjusted P-value (Benjamin and Hochberg) |< 0.05| (Supplementary Table S1).

## Co expression network construction

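In total, 14983 of the 15746 probes tested were called in at least 1 of 17 comparisons between tissues or stages. This number depends on the processing. In the authors' deposited log2 values, 7342 probes were called in the same model, and 8650 with the normexp background correction and quantile normalization. Without a filter on dim probes, 39209 of 42477 rice probes were called and with the normexp background correction and the 75th percentile the number was 5038. Supplementary Table S2 of the paper has 15090 entries, of which 1749 were analysed here. In these, 100% of the values lay within 0.0001 of the authors' deposited log2 values, and 16 entries were control probes of the array.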

The DEGs extracted from a total of 24 samples, 3 replicates of 7DAF and 12DAF across AL, DSE, CSE and LSE tissues with log_2_ fold change |> + − 1| and P-value and adjusted P-value (Benjamin and Hochberg) |<= 0.05| resulted in identifying 15 k gene set (Supplementary Table S1). The normalized expression value of 15 k ~ unique set (Supplementary Table S2) was used as input for co-expression analysis. The R package WGCNA (Weighted Gene Coexpression Network Analysis) was used to calculate the co-expression modules following the signed network algorithm defined by Langfelder and Horvath (2008). To obtain tissue specific genes, complete linkage hierarchical clustering on each master module was done and the genes showing mixed expression values across the tissues were removed and heat map was constructed as rank based. The hub gene of each selected module was calculated using the softconnectivity function of WGCNA (Langfelder and Horvath 2008) algorithm (Supplementary Table S3). The visualization of the co-expression network was created by using Cystoscope software (Shannon et al. 2003).

## Enrichment analysis

The Enrichment analysis was done based on DEGs obtained from Supplementary Table S1. The input file for MapMan is significant log fold change of DEGs listed in Supplementary Table S1. For each of the selected modules significant enrichment analysis was done based on MapMan bins (Thimm et al. 2004) and significant numbers were sorted based on bonferroni corrected P-value (Supplementary Table S4). The top 10 bins from each module were shown in the form of a bar graph.

## Results and discussion

### Characterization of targeted endosperm fine tissues at early and middle storage phase

In rice caryopsis development, 7DAF represents the initial storage phase and 12DAF is characterized as the most active storage phase in terms of dry matter accumulation (Ishimaru et al. 2003). At 7DAF, length of caryopsis was already determined (Ishimaru et al. 2003; Fig. 1A), and cellularization of endosperm is almost completed (Ishimaru et al. 2003) with ample water content (Ishimaru et al. 2009; Fig. 1B). At 12DAF, width of caryopsis was already determined (Ishimaru et al. 2003; Fig. 1C), with most zones of the endosperm looking milky white (Fig. 1D) except for the slight transparency at the center zone of the starchy endosperm (Fig. 1E). At 15DAF, the transparent zone spread to the medium layer of the endosperm (Fig. 1F, G, and H). At maturity, the entire zone of endosperm became transparent (Fig. 1I and J).

**Fig. 1:**
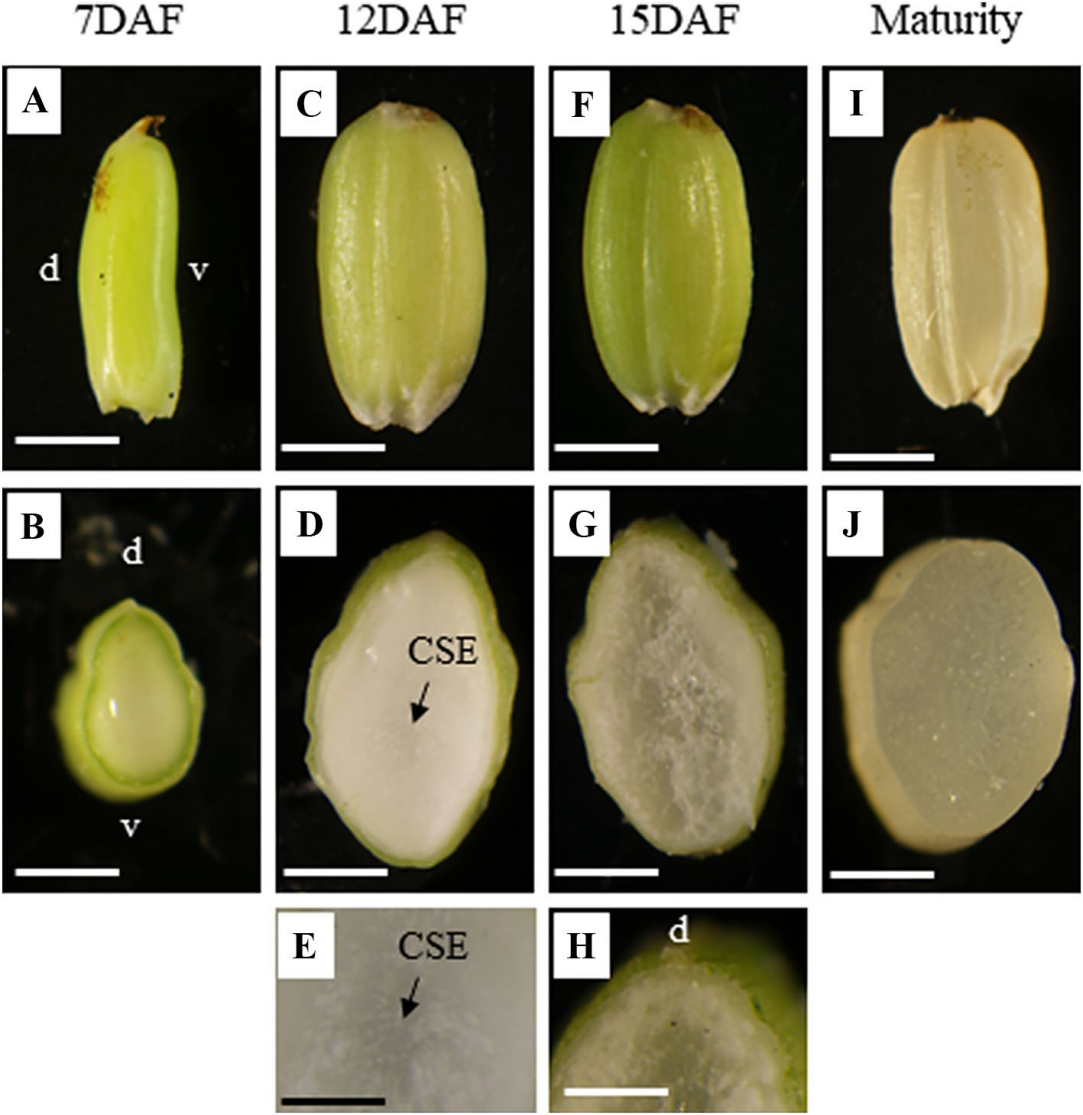
Development of caryopsis from 7DAF to maturity. DAF; days after flowering. **A**–**B** 7DAF; **C**–**E** 12DAF; **F**–**H** 15DAF; **I**–**J** maturity. **A**, **C**, **F**, **I**; Bars = 2 mm. **B**, **D**, **G**, **J**; Bars = 1 mm. E (magnified scale of center zone of starchy endosperm in **D**), **H** (magnified scale of dorsal zone of endosperm in **G**); Bars = 0.5 mm. *d* dorsal side, *v* ventral side, *CSE* center zone of starchy endosperm

According to the TEM fine tissues in the starchy endosperm, the center zone was distinguished with the presence of starch granules (CSE, Fig. 2A and E); while the dorsal side (DSE, Fig. 2B and F) and lateral side (LSE, Fig. 2C and G) had less starch granules. Instead, AL contained aleurone particles, oil bodies, and mitochondria (Fig. 2H and J). Lipids are specifically localized at the aleurone cell layers (Ishimaru et al. 2015), and globulins are accumulated in those aleurone particles (Ogawa et al. 1979). On the other hand, starchy endosperm accumulates starch and storage proteins (prolamin and glutelin) with temporal and spatial differences. Starch granules were predominantly formed in the central zone of the endosperm tissues at 7DAF, and the accumulation of starch granules is extended in cells of DSE and LSE at 12DAF (Hoshikawa 1968). Protein bodies (PB) I and PBII are predominantly observed in LSE (Fig. 2I), but hardly observed in DSE and CSE (Fig. 2A, B, E, and F).

**Fig. 2:**
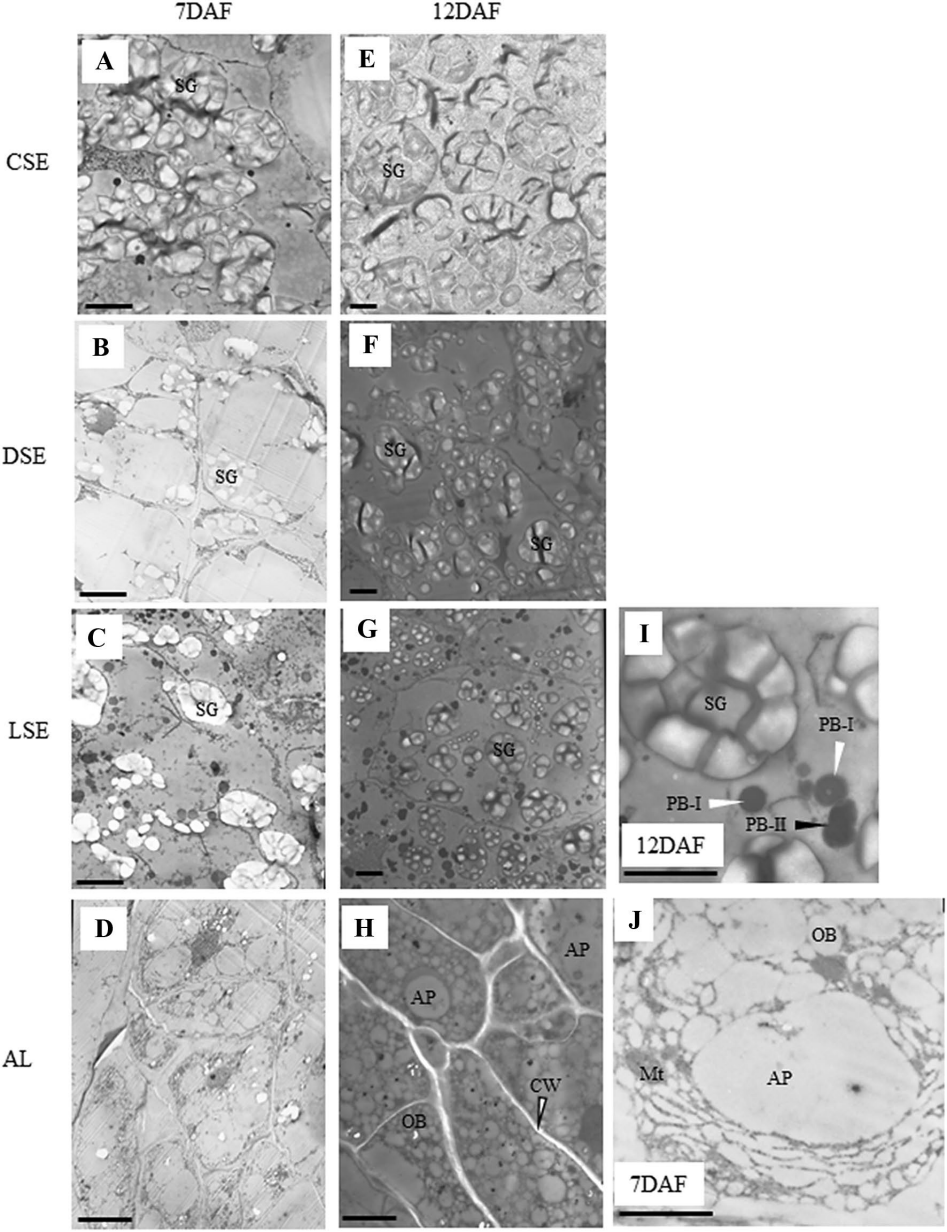
Transmission electron microscopic (TEM) observation at each endosperm zone. **A**–**D** 7DAF; **E**–**H** 12DAF; **I** magnified scale of LSE at 12DAF; **J** magnified scale of AL at 7DAF. **A** and **E** CSE; **B** and **F** DSE; **C**, **G**, and **I**, LSE; **D**, **H**, and **J**, AL. *AP* aleurone particles, *CW* cell wall, *Mt* mitochondria, *OB* oil body, *SG* starch granule, *PBI* protein body I, *PBII* protein body II. Bar = 5 μm

In the present study, we targeted to identify the differential expression of genes in developing endosperm at 7DAF and 12DAF by isolating fine tissues of AL, CSE, DSE, and LSE with LM (Fig. 3A–D). 

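Expression was measured in AL, CSE, DSE and LSE at 7DAF and 12DAF, with 3 replicates of each of these 8 groups and 1 array per replicate, 24 one-colour Agilent rice arrays in total. Total RNA was amplified, labelled with Cy3 and hybridized on 7 slides of at most 4 arrays, and each slide held arrays of 1 stage only. From the file headers, the arrays were scanned in 3 runs. The 12DAF arrays were in 1 run and the 7DAF arrays in the other two, so that stage and scan run cannot be told apart in comparisons between the stages. The headers name Feature Extraction version 9.5.3.1 and the methods name a later one. The deposited processed signals had their background subtracted by this software and were not scaled between arrays. Here they were expressed on the log2 scale and scaled to the 75th percentile of the 2604 probes that were well above background on all 24 arrays. An expression level is this log2 signal relative to the 75th percentile of the array, given as mean ± SD over 3 arrays. The share of 42477 rice probes that were well above background had a median over the arrays of a group of 36.1% in AL, 18.1% in CSE, 33.6% in DSE and 26.6% in LSE at 7DAF. At 12DAF the medians were 32.7% in AL, 13.4% in CSE, 25.7% in DSE and 27.5% in LSE. The tests covered the 15746 probes that were well above background on all 3 arrays of at least 1 group. The scaling rests on the brightest probes, and the median of all probes tested was not at 0. It was 0.82 higher on the log2 scale in AL than in starchy endosperm, against 0.05 after quantile normalization and -0.15 after scaling to the 75th percentile of all rice probes. In CSE at 12DAF it was -0.32 relative to DSE and LSE, against -0.56 after quantile normalization and 1.17 with the normexp background correction. Changes of gene lists are therefore given beside the median of all probes. The number of arrays limits the precision of each value.

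**Figure D1:**
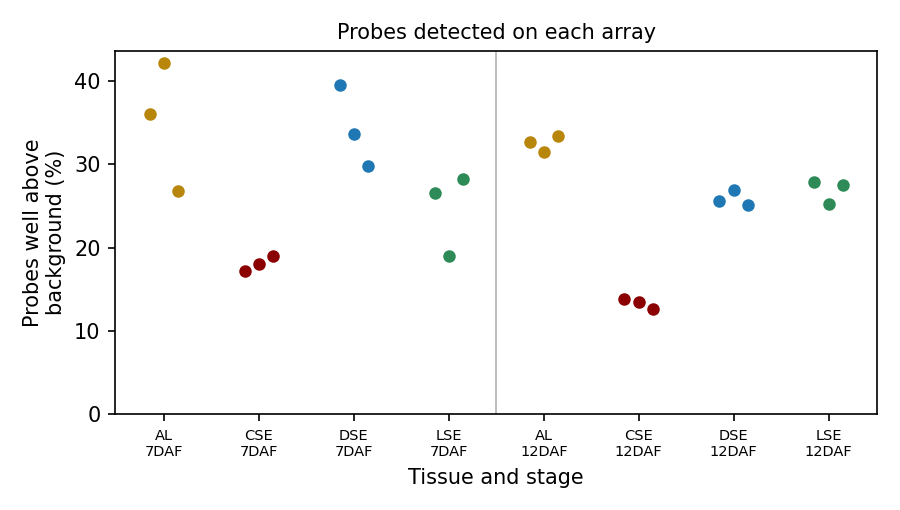
Percentage of rice probes well above background (vertical axis) on each of the 24 arrays, by tissue and stage (horizontal axis); each point is 1 array and the grey line parts 7DAF from 12DAF. The 3 arrays of CSE at 12DAF lie lowest, between 12.7% and 13.9%, and the 3 arrays of AL at 7DAF spread from 26.8% to 42.1%.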

The dynamic accumulations of storage compounds are spatially and temporally coincident with changes in water distribution in the developing rice endosperm (Horigane et al. 2001; Ishimaru et al. 2009). Overall microscopic observations showed distinct developmental and spatial accumulation patterns of starch granules, storage proteins (PBI, and PBII), and lipids among AL, CSE, DSE, and LSE.

**Fig. 3:**
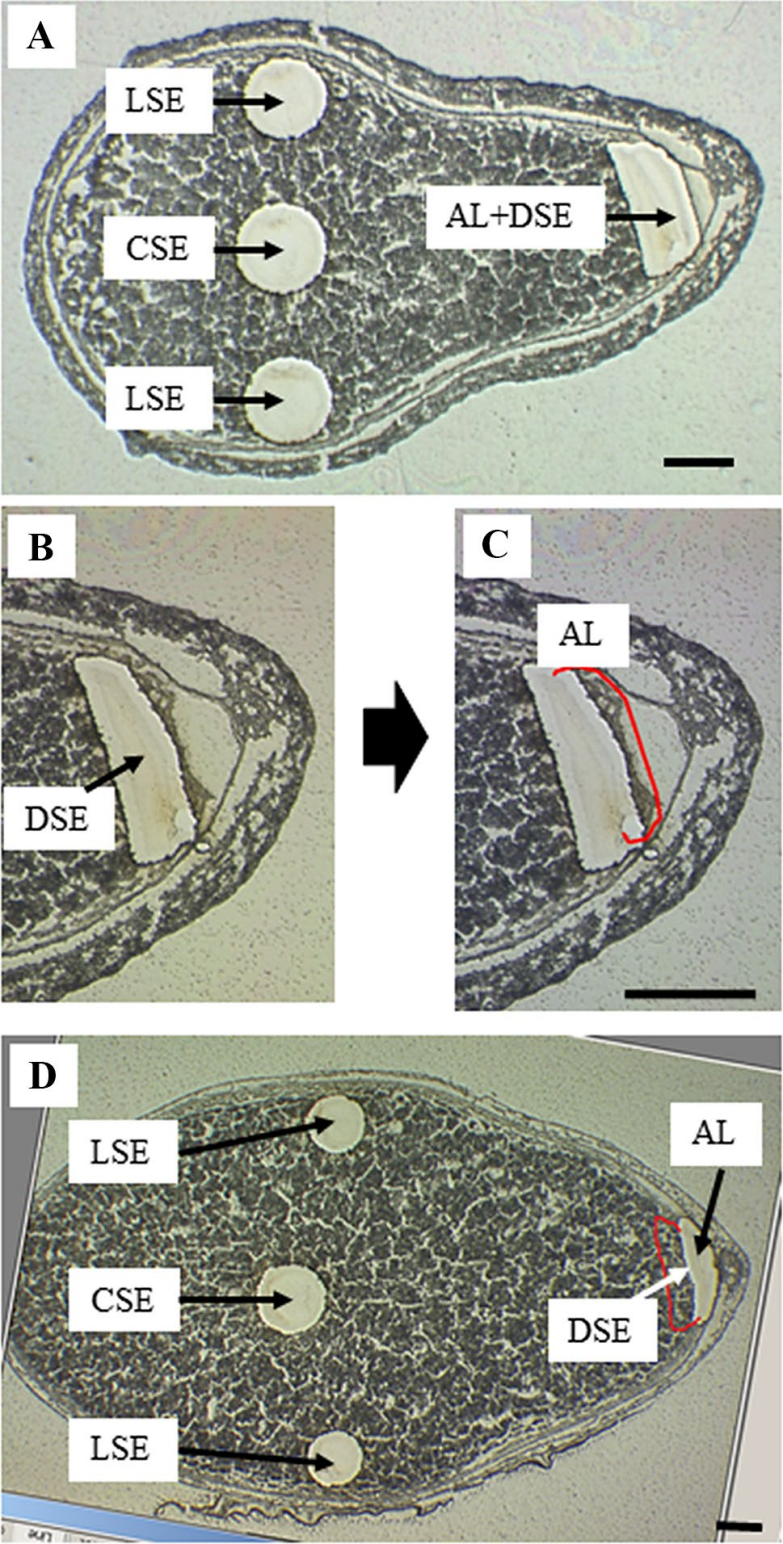
Isolation of fine endosperm tissues at dorsal aleurone layer (AL), center zone (CSE), dorsal zone (DSE), and lateral zone (LSE) of starchy endosperm at 7DAF and 12DAF by laser microdissection. **A** Isolation of fine endosperm tissues at 7DAF by LM. **B** and **C** magnified scale of dorsal side of endosperm to dissect DSE and AL zones. **D** Isolation of fine endosperm tissues at 12DAF by LM. Bars = 250 μm

### Fine-tuned co-regulons preferentially expressed in dorsal aleurone layers (AL) and distinct zones of starchy endosperm tissues (CSE, DSE and LSE) during the onset of cellularization and peak of storage phase

So far, the genome-wide analysis using mRNA/proteins extracted from whole grains revealed the detailed temporal changes in metabolic pathway (Gao et al. 2013; Xu et al. 2010) and identified seed-specific regulation of transcription factors (Sharma et al. 2012; Xue et al. 2012) during seed development. However, until now the heterogeneous functions of distinct endosperm compartments regulating distinct seed storage events have not been deciphered. The present study further provides the opportunity to derive gene regulatory networks to link the spatial storage processes in the developing rice endosperm. Based on weighted gene correlation network analysis using WGCNA method (Langfelder and Horvath 2008) followed by the topological overlap matrix (TOM) similarity algorithm, we identified 60 modules (M1-M60) (Fig. 4). 

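For each of the 8 groups, the probes called above each of the other 7 groups in the limma model were counted. There were 1011 such probes for CSE at 12DAF, 819 for AL at 12DAF and 597 for AL at 7DAF. The counts were far smaller for the other groups, at 21 for CSE, 27 for DSE and 7 for LSE at 7DAF, and 11 for DSE and 9 for LSE at 12DAF. Another 1975 probes were called above each starchy endosperm group in AL at both stages. The alternative that moved the largest of these counts most was scaling to spike-in control probes, chosen after the data were seen, with 268 probes for CSE at 12DAF. Single arrays moved the counts of DSE and LSE. Without replicate 2 of LSE at 7DAF, 20 probes were called above all other groups in LSE at 7DAF, and without replicate 3, 3 probes. The count for DSE at 7DAF was 17 without replicate 1 of LSE at 7DAF. For DSE at 12DAF it was 6 without its replicate 3, and for LSE at 12DAF it was 2 without replicate 1 of DSE at 12DAF.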

Of them, 18 modules depicted distinct fine-tuned co-expression patterns (co-regulons) of genes showing preferential or specific expression in distinct zones of fine tissues of starchy endosperm (CSE, DSE, and LSE) and in dorsal aleurone layers (AL) during 7 and 12DAF (Fig. 4).

**Fig. 4:**
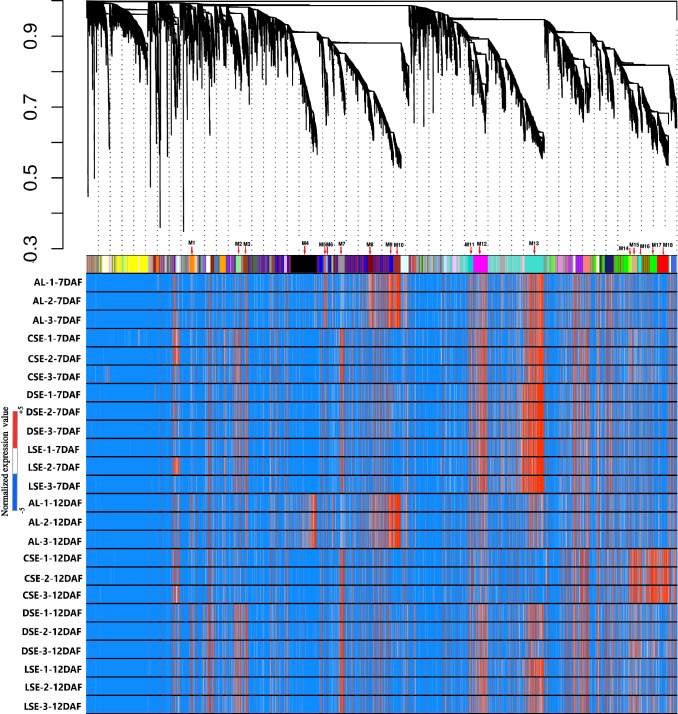
Gene dendrogram and corresponding heatmap of 60 distinct co-expressed modules. 18 modules depicted distinct fine-tuned co-expression patterns (co-regulons) of genes showing preferential or specific expression in distinct zones of fine tissues of AL, CSE, DSE, and LSE during 7 and 12DAF were selected. M1-orange, M2-lightgreen, M3-saddlebrown, M4-black, M5-salmon, M6-skyblue, M7-grey60, M8-darkred, M9-blue, M10-brown, M11-darkturquoise, M12-magenda, M13-turquoise, M14-greenyellow, M15-tan, M16-cyan, M17-green, and M18-red. AL-dorsal aleurone cells, CSE-center zone of starchy endosperm, DSE-dorsal zone of starchy endosperm, LSE-lateral zone of starchy endosperm. The number (1–3) stands for replicates derived from differentially expressed genes across AL, DSE, CSE and LSE tissues. Normalized expression value is indicated by color gradient

The heatmap of 18 modules showed the distinct fine-tuned patterns of expression, suggesting that complex spatial and temporal expression patterns exist in developing rice endosperm at early and middle storage phase. 

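The change in expression from 7DAF to 12DAF was compared between tissues with interaction terms of the limma model. It differed between CSE and the mean of DSE and LSE for 6238 probes, of which 2799 rose more or fell less in CSE and 3439 the reverse. Between AL and the mean of the starchy endosperm tissues it differed for 3890 probes, of which 2348 rose more or fell less in AL. The median of this difference over all probes tested was 0.05 for CSE and 0.13 for AL on the log2 scale. With the normexp background correction, the alternative that moved these counts most, 991 and 24 probes were called.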

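With both stages averaged, 8043 probes differed between AL and the mean of CSE, DSE and LSE. Of these, 6938 were higher in AL and 1105 in starchy endosperm, an 86.3% share for AL that was 60.4% after quantile normalization and 47.8% after scaling to the 75th percentile of all rice probes. The counts were made over all probes tested, since the part of Supplementary Table S3 analysed here lists only modules M1, M2 and M3.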

The modules M2, M3, M7, M11, M12, M13, M14, M15, M16, M17, and M18 are preferentially or even specifically expressed in starchy endosperm fractions in comparison to AL tissue (Fig. 5A, B, and C). Interestingly, there are finer differences observed within these modules (Table 1). For instance, M2 module preferentially expressed in CSE during 7 DAF and its expression patterns were found in LSE and DSE during 12 DAF (Fig. 5A, the top panel). 

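Of the 69 probes of module M1 in the part of Supplementary Table S3 analysed here, 50 were tested. Since the study formed its modules on these arrays, tests of module M1, M2 or M3 describe the modules and are not independent evidence. Relative to the mean of each probe over the arrays, the median level of M1 was 1.37 ± 0.26 in AL, -1.48 ± 0.30 in CSE, -0.56 ± 0.30 in DSE and -1.26 ± 0.15 in LSE at 7DAF (SD, n = 3 arrays). At 12DAF it was 1.61 ± 0.05 in AL, -0.03 ± 0.29 in CSE, 0.60 ± 0.06 in DSE and 0.25 ± 0.20 in LSE. The median log2 difference of AL, DSE and LSE from CSE at 12DAF was 0.95, beside 0.64 for all probes, with 7 of the 9 arrays above all 3 of CSE. In camera from limma, which tests a list against all other probes, its Benjamini-Hochberg adjusted p was 0.159. The rotation test fry, which tests a list by itself, gave an adjusted p of 2.38e-06. The sign reversed to -0.37 with the normexp background correction and the 75th percentile, where the median of all probes was -0.93. From 7DAF to 12DAF in AL, the median rose by 0.39, beside -0.23 for all probes, with a camera adjusted p of 0.000119 (limma, Benjamini-Hochberg) that held under fry at 0.00404. All 3 arrays of AL at 12DAF were above the 3 at 7DAF, 7 probes were called higher over all genes tested and 6 when adjusted over the list alone. Without replicate 3 of AL at 7DAF the rise was 0.23.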

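Module M2 had 151 probes in the part of Supplementary Table S3 analysed here, of which 143 were tested. In CSE at 7DAF, the median log2 difference from AL was 0.93, while it was -1.03 for all probes, and 62 probes were called higher, both over all genes tested and adjusted over the list alone. The adjusted p of camera was 1.93e-32 and that of fry 7.4e-08 (limma, Benjamini-Hochberg), and the 3 arrays of CSE lay above the 3 of AL. In DSE and LSE at 12DAF the module was 2.36 higher than in CSE at 12DAF, with 139 probes called over all genes tested and adjusted over the list alone, and with all 6 arrays above those of CSE. Median levels relative to each probe's mean were 0.51 ± 0.10 in CSE, 0.29 ± 0.07 in DSE and 0.34 ± 0.23 in LSE at 7DAF and -1.57 ± 0.29 in CSE, 0.72 ± 0.06 in DSE and 0.82 ± 0.04 in LSE at 12DAF (SD, n = 3 arrays). The difference of CSE from DSE and LSE at 7DAF was 0.25, against -0.32 for all probes, with adjusted p of 4.58e-06 in camera and 0.0292 in fry (limma, Benjamini-Hochberg). Only 1 of the 3 CSE arrays lay above all 6 of DSE and LSE, 14 probes were called higher, or 13 adjusted over the list alone, and without replicate 2 of LSE at 7DAF the difference was 0.14. With scaling to spike-in control probes it was -0.30, where the median of all probes was -0.88.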

The module M3 genes are expressed preferentially in LSE and DSE during 12 DAF (Fig. 5A, the second panel from the top). 

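Of the 111 probes listed for module M3, 109 were tested. At 12DAF the median log2 difference of DSE and LSE from CSE was 2.81, with an adjusted p of 1.16e-23 in camera and 1.03e-13 in fry (limma, Benjamini-Hochberg). All 6 arrays of DSE and LSE lay above the 3 of CSE, and 108 probes were called higher over all genes tested as well as adjusted over the list alone. At 7DAF the same difference was 0.84, beside 0.32 for all probes, and 47 probes were called on either adjustment. Between the stages, the module had levels relative to each probe's mean of 0.62 ± 0.06 in DSE and 0.61 ± 0.30 in LSE at 7DAF, and of 0.58 ± 0.28 and 0.70 ± 0.14 at 12DAF (SD, n = 3 arrays). The change of DSE and LSE from 7DAF to 12DAF had a median of -0.01 and a mean of 0.06, where the median of all probes was -0.32. Camera gave an adjusted p of 0.0225 for a rise relative to the other probes and fry gave 0.661 (limma, Benjamini-Hochberg), and 1 probe was called higher over all genes tested and adjusted over the list alone. Its sign changed with the scaling, with 0.31 after quantile normalization and 0.33 after scaling to the 75th percentile of all rice probes. Camera did not call it without replicate 1 of LSE at 12DAF, at a median of -0.03, or without replicate 2 of LSE at 7DAF, at -0.11.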

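The array annotates 106 rice probes as tubulin or actin, and 67 of them were tested. Their median log2 difference of DSE and LSE from CSE at 12DAF was 1.70, beside 0.32 for all probes, with all 6 arrays of DSE and LSE above the 3 of CSE. The adjusted p was 3.14e-05 in camera and 1.8e-11 in fry (limma, Benjamini-Hochberg). Of these probes, 42 were called higher in DSE and LSE, and 8 higher in CSE over all genes tested or 9 adjusted over the list alone. With the normexp background correction the median was -0.33 and without a filter on dim probes -0.05, but that of all probes then fell to -1.17 and -1.11, so that the list stayed above the others. Levels relative to each probe's mean at 7DAF were 0.18 ± 0.15 in CSE, 0.52 ± 0.10 in DSE and 0.89 ± 0.12 in LSE (SD, n = 3 arrays). Of the gene lists found by annotation, each one called by camera was also called by fry except that of phospholipids and glycolipids. Fry also called 5 of these lists that camera did not, namely molecular chaperones, ubiquitin and proteasome, autophagy, calcium signalling and transporters.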

MapMan-based enriched functional categories showed that genes involved in cell organization, cytoskeleton, and microtubulin were enriched in M2 and M3 (Fig. 6A and B), suggesting that those genes have a role at first to complete cellularization in the CSE zone during 7 DAF and in DSE and LSE regions during 12 DAF. Hoshikawa (1967) found that rapid cell elongation in starchy endosperm occurs around the central zone spread to the outer zone of starchy endosperm after the onset of starch accumulation. Expression profile in M2 and M3 depicts fine spatial and temporal regulation in the cell framework for developing endosperm, which supports the histological study of Hoshikawa (1967). 

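At 12DAF, 2964 probes were lower in CSE than in each other group by the limma model, while 1011 were higher there than in each other group. The direction depends on the processing. In the authors' deposited log2 values 648 were lower and 801 higher, with normexp and quantile normalization 844 and 880, and with normexp and the 75th percentile 106 and 277. With the repaired normexp correction, chosen after the data were seen, the numbers were 491 and 809. Under the other alternatives run for this count, more were lower than higher. The number of probes well above background on all 3 arrays of a group was 4403 in CSE at 12DAF and 5938 in CSE at 7DAF. In the other groups it lay between 7438 in LSE at 7DAF and 12160 in AL at 12DAF.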

Modules M11, M12 and M13 are preferentially expressed in various endosperm fractions during 7 DAF and are least expressed in CSE during 12 DAF (Fig. 5A, bottom three panels). 

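Ribosomal proteins, a part of the protein biosynthesis machinery, were annotated on 538 probes, of which 450 were tested. In CSE, DSE and LSE at 7DAF they were higher than in CSE at 12DAF by a median log2 difference of 4.34, beside 0.59 for all probes. All 9 arrays at 7DAF lay above the 3 of CSE at 12DAF. Adjusted p values were 1.13e-30 in camera and 5.43e-13 in fry (limma, Benjamini-Hochberg), and 409 probes were called higher and 2 lower over all genes tested and adjusted over the list alone. Median levels relative to each probe's mean were 0.19 ± 0.22 in CSE, 1.69 ± 0.03 in DSE and 2.06 ± 0.15 in LSE at 7DAF, and -3.02 ± 0.13 in CSE at 12DAF (SD, n = 3 arrays). The probes of this family can bind transcripts of close copies, so that single members are uncertain.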

The co-expressed regulons of M11 imply amyloplast development pathway (Fig. 6D), M12 and M13 modules with glycolysis and protein biosynthesis machinery (Fig. 6E and F). The M7 module genes are preferentially expressed in CSE during 7 DAF and 12 DAF and as well in LSE and DSE during 12 DAF (Fig. 5A, the third panel from the top), and enriched for starch metabolism (Fig. 6C). 

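Of the probes called above each other group in CSE at 12DAF, 1004 were well above background on all 3 of its arrays. For 259 of these, no other group had all 3 arrays above background, and 62 were above background on no other array. The 5 with the largest log2 difference from the mean of the other 7 groups, among those with a named product, were a beta-glucanase (Os01g0942300, 8.74), a ricin B-related lectin (Os04g0481200, 8.48), a cyclin (Os04g0552300, 8.35), an Avr9/Cf-9 rapidly elicited protein (Os03g0331700, 7.77) and an acid phosphatase (Os06g0139800, 7.68). Some of the other groups were not well above background on any array, so that against their mean the beta-glucanase was at least 266-fold and the acid phosphatase at least 133-fold higher in this scaling. In DSE and LSE at 12DAF, the beta-glucanase gene was above background on all 3 arrays, and CSE was 41.1-fold above DSE. The level of the beta-glucanase gene was 3.06 ± 0.39 in CSE at 12DAF, -2.30 ± 1.45 in DSE and -3.21 ± 0.91 in LSE at 12DAF (SD, n = 3), and its adjusted p was 1.24e-13 (limma, Benjamini-Hochberg). Scaled to spike-in control probes, its difference was 7.44.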

The co-expressed modules M14, M15, M16, M17 and M18 are preferentially or even specifically expressed in CSE with subtle differences between those modules (Fig. 5B). Critical gene regulatory network for accumulation of starch and storage protein, but not the accumulation of lipid, is hypothesized to exist in these six modules (Fig. 6C, 7A–E). Although the modules M4, M5, M6, M8, M9, and M10 are preferentially expressed in AL, the individual modules show temporal variation between 7 and 12 DAF (Fig. 5C). These gene regulatory networks which are preferentially expressed in AL are enriched for redox, antioxidants, various transporters and triacylglycerol biosynthesis (Fig. 8A–F). In the following subsections, we infer the in-depth analyses by co-expression gene regulatory network and MapMan-based enriched functional categories of genes in relation to the tissue- and stage-specific storage compound accumulation in each endosperm zone.

**Fig. 5:**
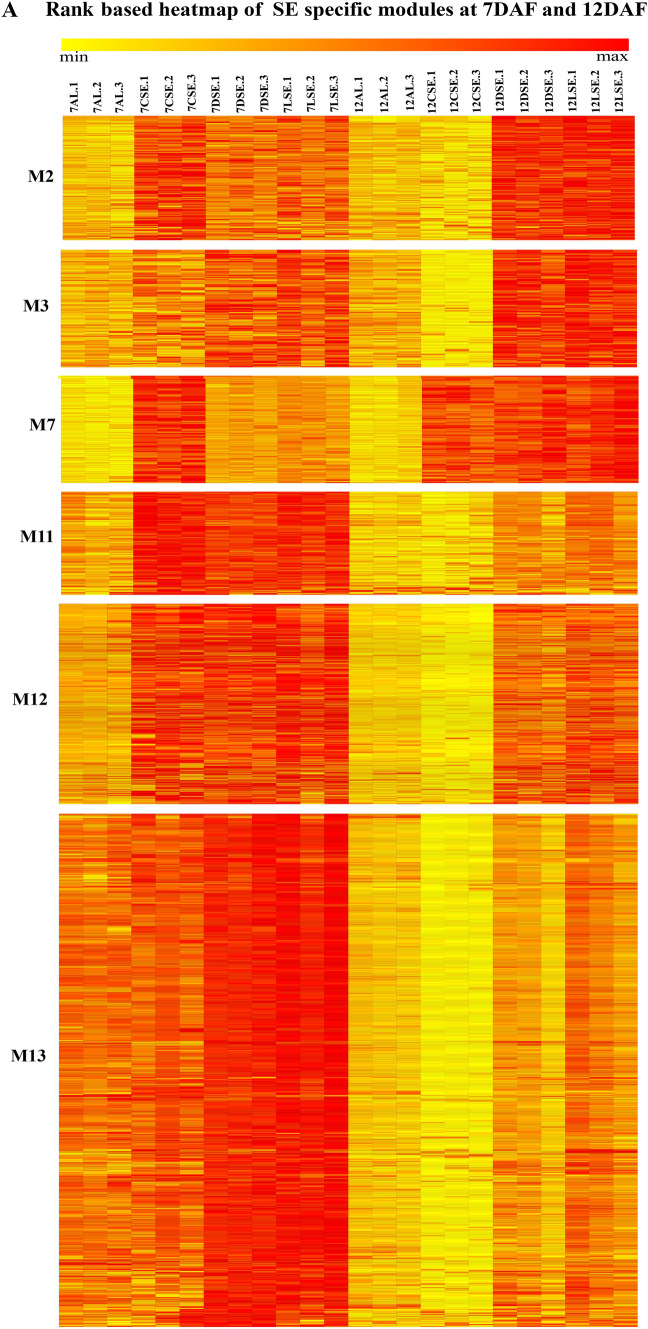

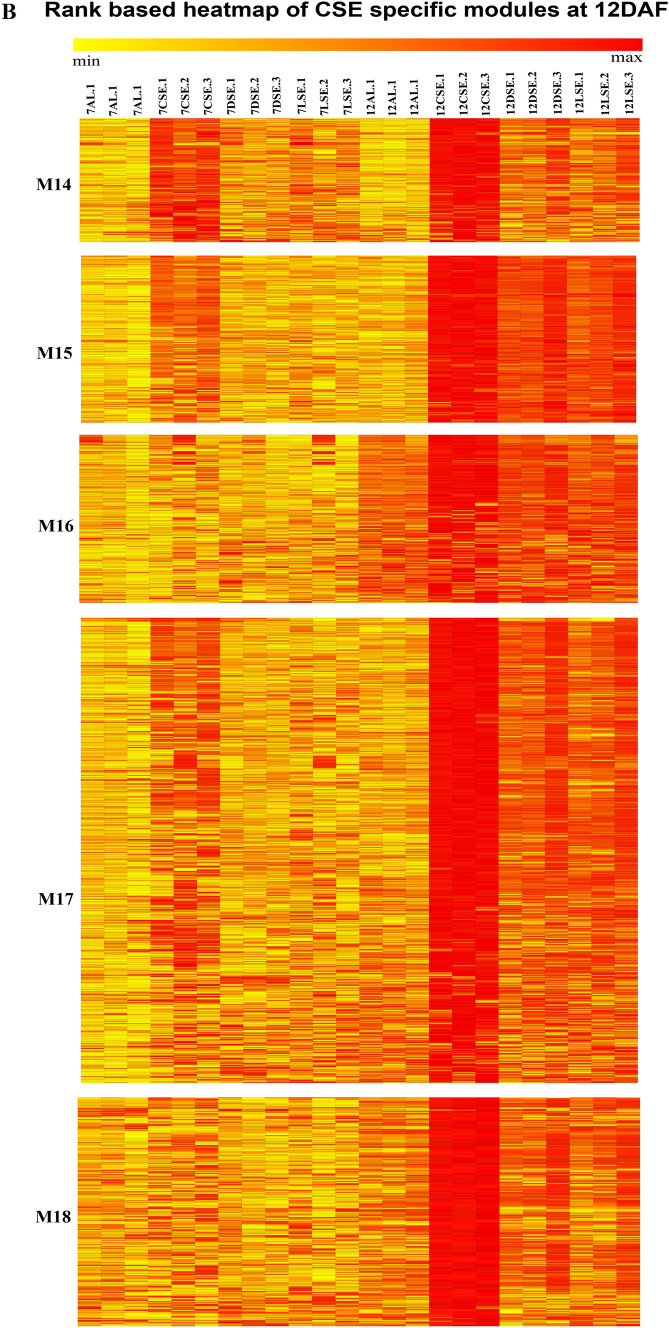

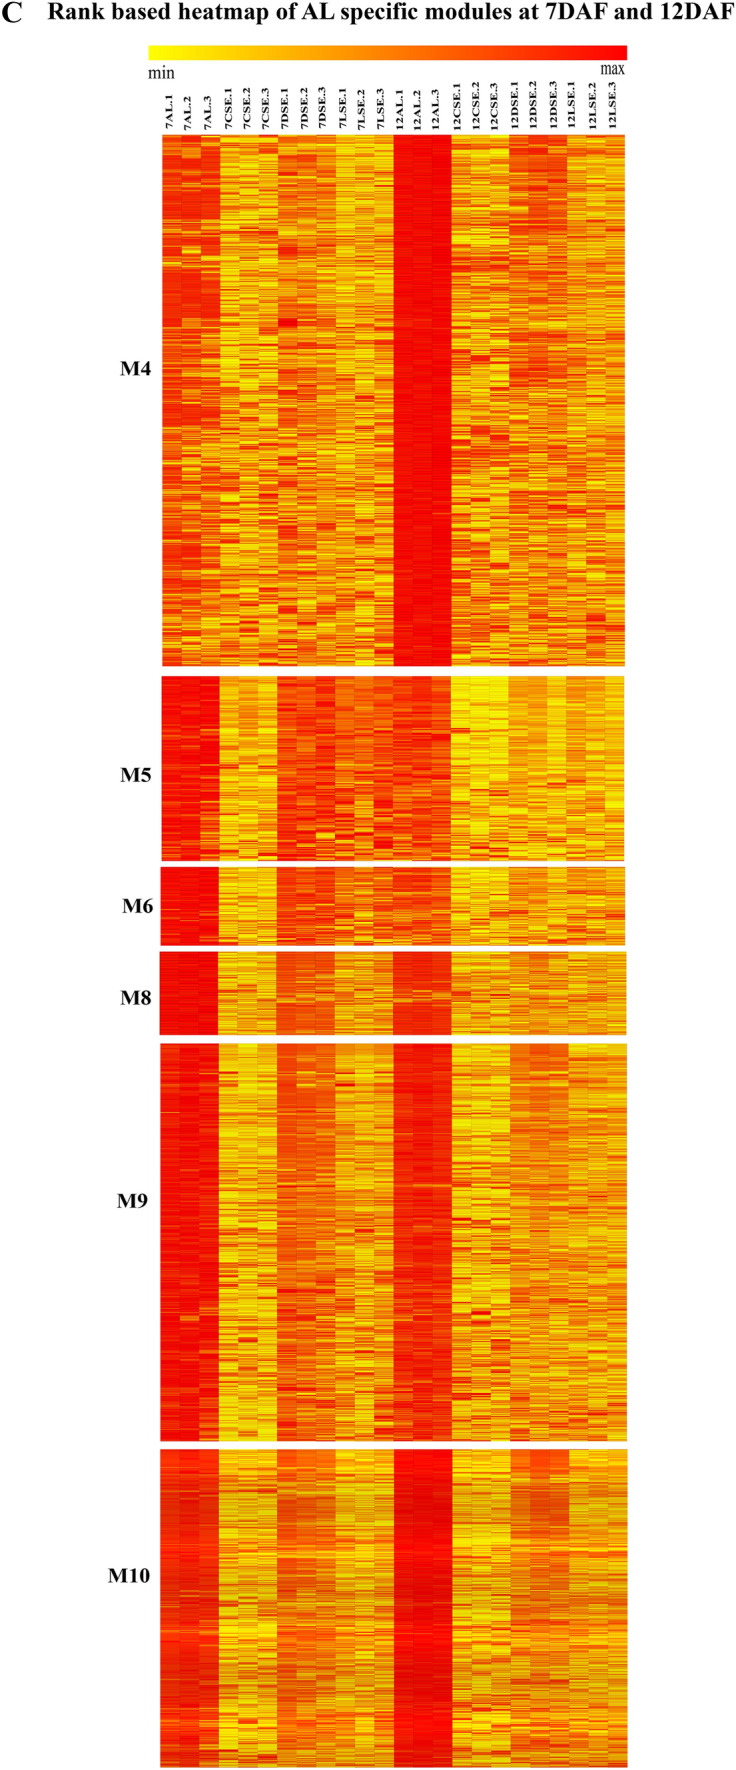
The heatmap of tissue specific modules at 7DAF and 12DAF. A-starchy endosperm (SE) tissues specifically expressed modules at 7DAF and 12DAF. B-center zone of starchy endosperm (CSE) tissues specifically expressed module at 12DAF. C-dorsal aleurone (AL) tissue specific module at 7DAF and 12DAF. Log_2_ expression value is indicated by color gradient

**Table 1:** Characterization of expression pattern in 18 modules with tissue- and stage-specificity or preference

Module no	Module color	No. of genes	Key feature	Minor feature(s)
M1	Orange	70	Preferential in AL, DSE, and LSE at 12DAF	Preferential in AL at 7DAF
M2	Lightgreen	154	Preferential in starchy endosperm at 7DAF and 12DAF	Low in CSE at 12DAF
M3	Saddlebrown	113	Preferential in DSE and LSE at 7DAF	Very low in CSE at 12DAF
M4	Black	686	Preferential in AL at 12DAF	Relatively high in AL at 7DAF
M5	Salmon	157	Preferential in AL at 7DAF	Relatively high in DSE and LSE at 7DAF, and AL at 12DAF
M6	Skyblue	93	Preferential in AL at 7DAF	Relatively high in DSE at 7DAF and AL at 12DAF
M7	Grey60	107	Almost absent in AL both at 7DAF and 12DAF	Relatively high in starchy endosperm at 7DAF, high in starchy endosperm at 12DAF
M8	Darkred	143	Preferential in AL at 7DAF and 12DAF	Relatively high in DSE at 7DAF
M9	Blue	585	Preferential in AL at 7DAF and 12DAF	Relatively high in DSE at 7DAF
M10	Brown	931	Preferential in AL at 7DAF and 12DAF	Relatively high in starchy endosperm at 7 and 12DAF
M11	Darkturquoise	109	Preferential in starchy endosperm at 7DAF	Relatively high in other endosperm tissues
M12	Magenta	302	Preferential in starchy endosperm at 7DAF, and DSE and LSE at 12DAF	Almost absence in CSE at 12DAF
M13	Turquoise	926	Almost absent in CSE at 12DAF	High in all endosperm tissues at 7DAF
M14	Greenyellow	152	Preferential in CSE at 12DAF	Relatively high in starchy endosperm at 7DAF, and DSE and LSE at 12DAF
M15	Tan	170	Preferential in CSE at 12DAF	Relatively high in CSE at 7DAF, and DSE and LSE at 12DAF
M16	Cyan	236	Preferential in CSE at 12DAF	Relatively high in all endosperm tissues at 12DAF
M17	Green	556	Preferential in CSE at 12DAF	Relatively high in DSE and LSE at 12DAF
M18	Red	368	Specific in CSE at 12DAF	

Starchy endosperm stands for central starchy endosperm (CSE), dorsal starchy endosperm (DSE), and lateral starchy endosperm (LSE); dorsal aleurone cells (AL); Days after flowering (DAF); Module (M)

**Fig. 6:**
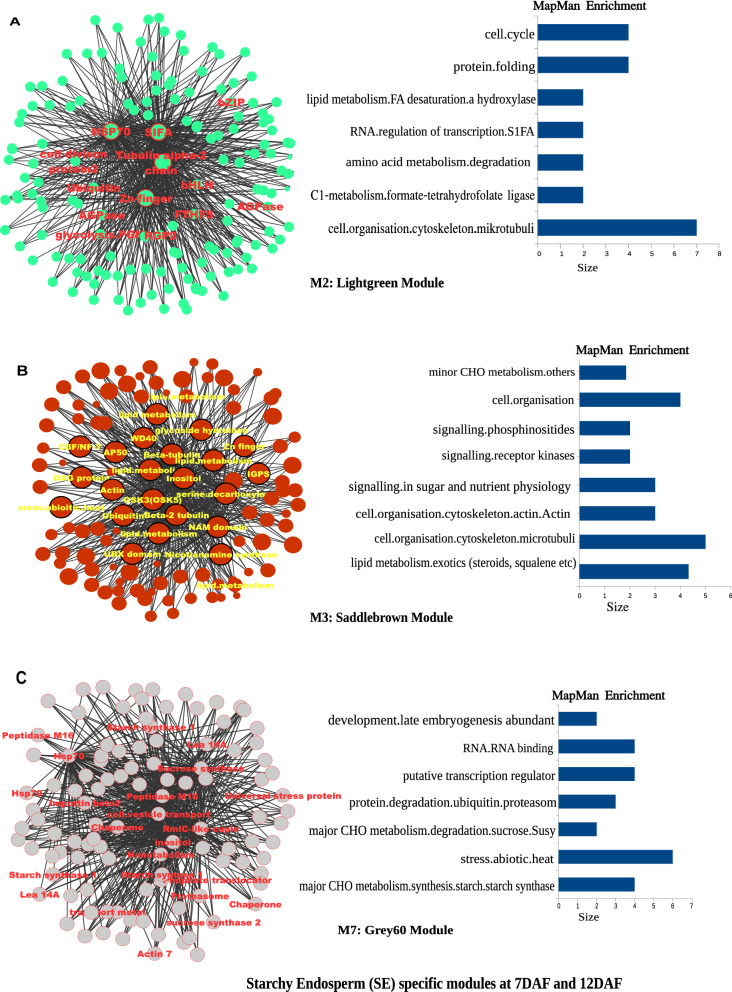

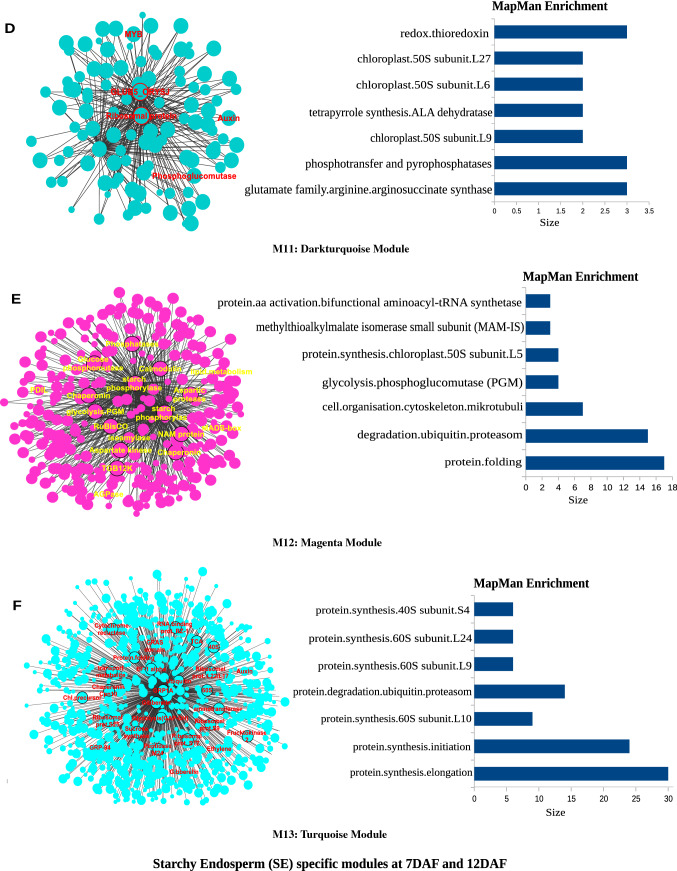
Gene regulatory network (left side) and MapMan enriched functions (right side) of starchy endosperm (SE) specific co-expressed modules at 7DAF and 12DAF. The hub genes (nodes) of six modules network namely, M2-lightgreen (**A**), M3-saddlebrown (**B**), M7-grey60 (**C**), M11-darkturquoise (**D**), M12-magenta (**E**), M13-turquoise (**F**) are highlighted in bordered circle. The top 10 bins of MapMan functional categories based on significant values are shown beside each module where the size of bars represents the number of bins

### Unraveling the potential regulators of starch metabolism

Gene regulatory network showed that three modules (M2, M7 and M12) were preferentially enriched with starch metabolism genes (Fig. 6A, C, and E). Genes co-expressed in module M2 includes starch metabolism genes (invertase, hexokinase, phosphoglucomutase and ADP-glucose pyropohosphorylase (AGPase) large subunit, cell division and cytoskeleton organization, protein folding (*HSP70*, *HSP20*), G-proteins (Rab11C, OsRac3, RGP2, RAB5B) and transcription factors (bHLH, Jumonji, homeobox, S1FA, C2C2(Zn) GATA), which are preferentially expressed in all tissue types of endosperm during 7 and 12 DAF (except CSE at 12DAF) (Supplementary Table S3). Genes co-expressed in M12 includes starch metabolism genes (hexokinase, monosaccharide transporters, phosphoglucomutase and AGPase small subunit, isoamylase, alpha 1,4-glucan phosphorylase, trehalose-phosphate/synthase), cell division and cytoskeleton organization, protein synthesis, protein targeting, protein degradation (26S ubiquitin proteasome, E2 ubiquitin, alanine protease, aspartine protease, serine protease), protein folding (chaperonins of 10KDa, 20KDa, 60KDa, *HSP70*, *HSP80, DnaJ*), G-proteins, calmodulins and transcription factors (MYB, bZIP, Zn-finger(CCHC)), which are preferentially expressed in all tissue types of endosperm during 7 and 12 DAF (except CSE at 12DAF) (Supplementary Table S3). The M7 co-regulons encode sucrose synthase 1 (*SUS1* and *SUS2*) and starch synthase 1 (*SSI*), glucose 6-phosphate (G6P) translocator from starch metabolism, depict distinct expression patterns with peak of expression in CSE during 7 DAF and expanding its spatial expression in LSE and DSE at 12 DAF. 

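Sucrose synthase 1 (Os06g0194900) had a level of 5.24 in CSE at 7DAF and 3.07 in CSE at 12DAF, beside 3.46 and 3.76 in DSE and 3.77 and 3.94 in LSE at the same stages. It was higher in starchy endosperm than in AL by a log2 fold change of 2.74 (adjusted p = 4.15e-11, limma with Benjamini-Hochberg). Sucrose synthase 2 (Os03g0401300) had its highest level in LSE at 12DAF, at -1.90, beside -3.11 in CSE at 7DAF, and a fold change over AL of 2.32 (adjusted p = 4.86e-07, limma with Benjamini-Hochberg), at least 4.39-fold, as it was above background on 0 of 3 arrays of AL at 7DAF and 1 of 3 at 12DAF. Starch synthase I (Os06g0160700) had its highest level in LSE at 12DAF, at 0.52, beside 0.14 in CSE and -0.67 in LSE at 7DAF, with 1.60 over AL (adjusted p = 2.88e-09, limma with Benjamini-Hochberg). These genes were found by the array's own descriptions.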

The starch accumulation is coincided with expression of two rate limiting genes such as sucrose cleavage genes (*SUS1* and *SUS2*) which produces UDP-glucose and AGPase large and small subunits involved in producing ADP-glucose, a precursor for the production of amylose and amylopectin chains in CSE during 7 DAF and in DSE and LSE during 12 DAF. In addition, we noticed expression of G6P translocator and ADP-glucose translocator in the starchy endosperm, suggesting that both pathways of cytosolic and plastidic production of ADP-glucose are possible in the heterogeneous endosperm tissue (Toyota et al. 2006). 

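Of the large subunit of AGPase, the brightest probe of gene Os01g0633100 had a level of 5.07 in CSE at 7DAF and 3.57 in CSE at 12DAF, and of 3.90 in DSE and 4.14 in LSE at 12DAF. It was higher in starchy endosperm than in AL by 3.26 (log2, adjusted p = 3.65e-14, limma with Benjamini-Hochberg). A further gene, Os03g0735000, had a level of -1.75 in CSE at 7DAF and was not well above background on any array of CSE at 12DAF. By contrast, the large subunit gene Os05g0580000 was lower in starchy endosperm than in AL by a fold change of -1.04 (adjusted p = 0.0114, limma with Benjamini-Hochberg), at least 1.92-fold lower since it was not well above background in CSE at 7DAF. This fold change was 0.02 in the authors' deposited values. Of the small subunit, Os08g0345800 had a level of 5.50 in CSE at 7DAF and of 5.12 in CSE, 4.24 in DSE and 4.45 in LSE at 12DAF, with a difference from AL of 3.77. The small subunit gene Os09g0298200 did not differ from AL with tissues and stages averaged, at 0.11 (adjusted p = 0.528, limma with Benjamini-Hochberg). This average joins differences of opposite sign. At 7DAF the level was 0.89 in AL, 0.78 in CSE, 2.07 in DSE and 1.39 in LSE. At 12DAF it was -0.12 in AL, -2.34 in CSE, 0.67 in DSE and 0.44 in LSE.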

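Brittle-1 protein (Os02g0202400), which was counted with the genes of starch synthesis, was higher in starchy endosperm than in AL by a log2 fold change of 3.52 (standard error 0.16, adjusted p = 1.52e-14, limma with Benjamini-Hochberg). Its level was 4.46 in CSE, 3.58 in DSE and 3.47 in LSE at 7DAF and 4.32, 2.98 and 2.87 at 12DAF, against 0.68 and -0.49 in AL.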

According to the TEM observation, active accumulation of starch was almost completed in CSE at 12DAF (Fig. 2E). 

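The starch synthesis genes, found by name in the array annotation, comprised 75 probes of which 56 were tested. With the stages averaged, their median log2 difference of starchy endosperm from AL was 2.31, while that of all probes was -0.82, and all 18 arrays of starchy endosperm lay above the 6 of AL. Camera gave an adjusted p of 8.56e-34 and fry 9.75e-16 (limma, Benjamini-Hochberg). Of the tested probes, 43 were called higher in starchy endosperm and 8 higher in AL, over all genes tested and adjusted over the list alone. The difference ranged from 1.48 without a filter on dim probes to 3.29 after scaling to the 75th percentile of all rice probes, the alternative that moved it most. Median levels relative to each probe's mean were 1.35 ± 0.21 in CSE, 0.26 ± 0.28 in DSE and 0.54 ± 0.12 in LSE at 7DAF (SD, n = 3 arrays). At 12DAF they were 0.14 ± 0.16 in CSE, 0.52 ± 0.13 in DSE and 0.65 ± 0.24 in LSE.

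**Figure D2:**
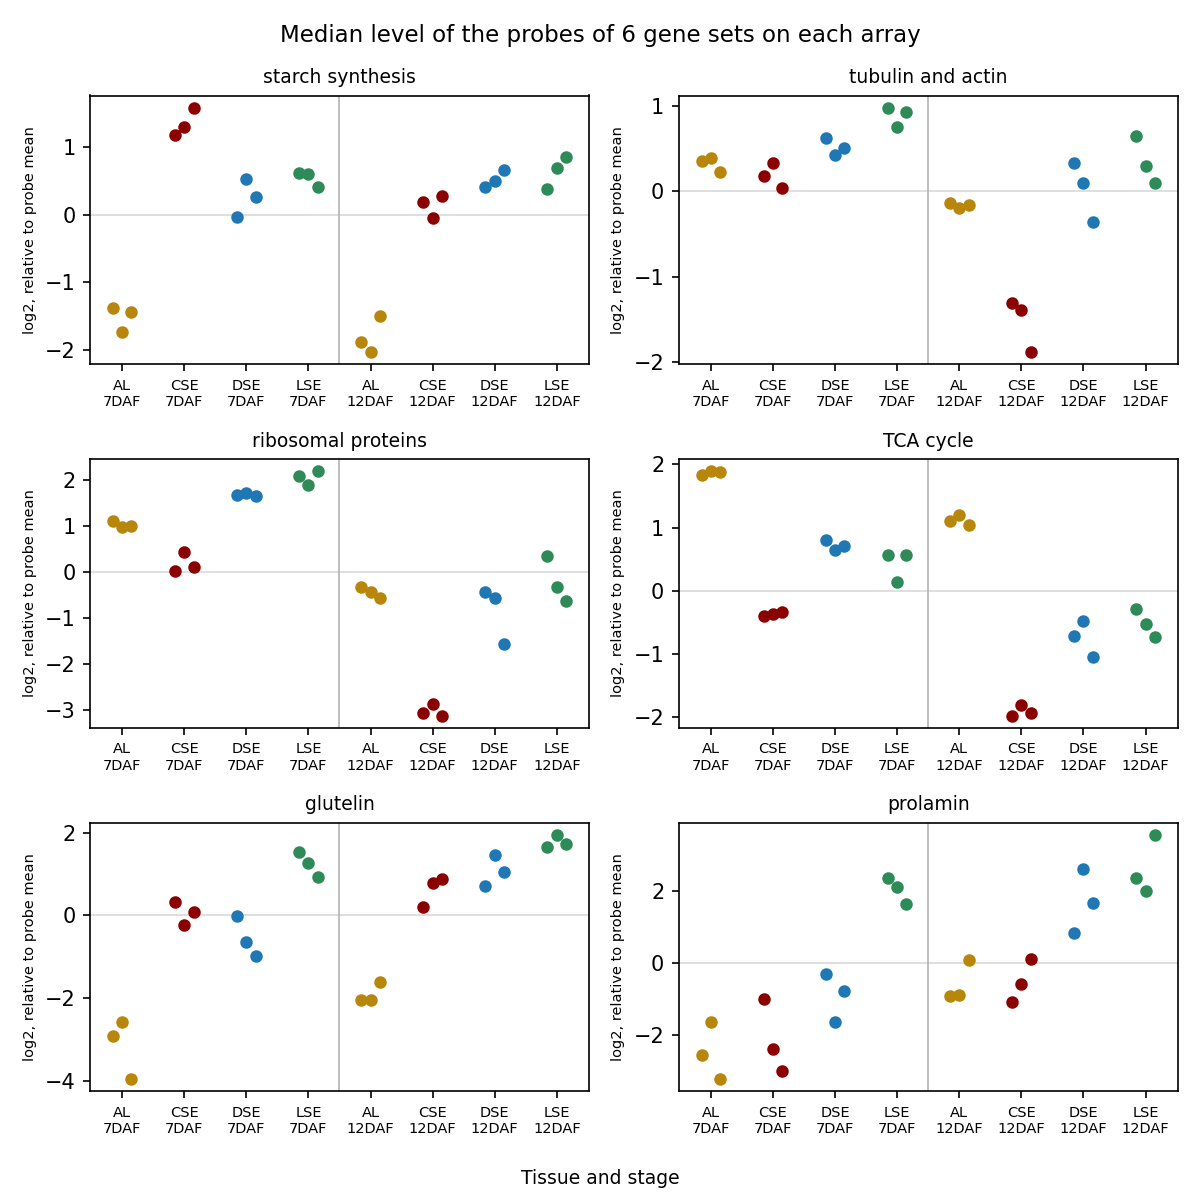
Median level of the probes of 6 gene sets (vertical axes, log2 relative to each probe's mean over the 24 arrays) by tissue and stage (horizontal axes); each point is 1 array and the grey line parts 7DAF from 12DAF. The starch synthesis genes are highest in CSE at 7DAF, at 1.35, and the ribosomal proteins lowest in CSE at 12DAF, at -3.02, while tubulin and actin are lowest in CSE at 12DAF in this scaling and reverse their difference from DSE and LSE to -0.33 with the normexp background correction.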

The expression pattern of genes for starch metabolism in M2, M7 and M12 was spatially and temporally coincident with starch accumulation in the endosperm.

Toc34 and OEP75 encode a translocon that facilitates the translocation of polypeptide from cytosol to plastid at outer envelope membrane (Andrès and Agne 2010). 

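The chloroplastic outer envelope membrane protein OEP75 (Os03g0271200) and the Toc34 family protein (Os03g0240500) were both higher in starchy endosperm than in AL, on all 18 arrays against all 6. The log2 fold change was 2.74 for OEP75 (standard error 0.17, adjusted p = 2.83e-12) and 3.37 for Toc34 (standard error 0.22, adjusted p = 1.35e-11, limma with Benjamini-Hochberg). The highest level of OEP75 was 1.29 ± 0.08 in CSE at 7DAF and that of Toc34 2.80 ± 0.15 in CSE at 12DAF (SD, n = 3). Both loci were matched to probes by their place in the numbering order between pairs of identifiers of Supplementary Table S3 and by their description.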

Genes encoding chloroplastic outer envelope membrane protein (OEP75) (LOC_Os03g16440) and chloroplast protein import component Toc34 family protein (LOC_Os03g13730) were categorized into M7 (Supplementary Fig. S1). A plastid-localized heat shock protein (LOC_Os12g14070) in M7 regulates the protein import into amyloplast associated with Tic complex (Andrès and Agne 2010), thereby mutant lacking this gene shows the floury (chalky) phenotype with aberrant amyloplast development (Zhu et al. 2018; Tabassum et al. 2020). Regulation of starch accumulation by molecular chaperones in coordination with the Tic complex is noted in SE. Interestingly, a number of molecular chaperones HSP involved in protein folding were identified in four modules M2, M7, M12, and M13 (Fig. 6A, C, E, and F; Supplementary Fig. S2). 

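Molecular chaperones were annotated on 277 probes, of which 175 were tested. Between starchy endosperm at 7DAF and CSE at 12DAF, 71 were called higher at 7DAF and 56 higher in CSE at 12DAF, over all genes tested and adjusted over the list alone. The median log2 difference was 0.16, below the 0.59 of all probes, and 6 of the 9 arrays at 7DAF lay above the 3 of CSE at 12DAF. Camera, which compares with the other probes, put the list lower with an adjusted p of 0.578, whereas fry put it higher with 9.91e-06 (limma, Benjamini-Hochberg). The sign of the median changed to -0.60 with the normexp background correction and the 75th percentile, to -0.58 without a filter on dim probes and to -0.17 after scaling to the 75th percentile of all rice probes.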

The effect of other heat shock proteins categorized into M2, M7, M12, and M13 on the phenotype in starchy endosperm is still elusive.

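Of 179 probes annotated with phospholipid or glycolipid metabolism, 75 were tested. At 12DAF, their median log2 difference of CSE from DSE and LSE was 0.30, against -0.32 for all probes, but no array of CSE lay above all 6 of DSE and LSE. Camera gave an adjusted p of 0.0218 and fry 0.158 (limma, Benjamini-Hochberg). In CSE 24 probes were called higher and 16 lower, over all genes tested and adjusted over the list alone. The median was 0.53 without replicate 3 of CSE at 12DAF. It was 0.00 with a floor on low signals, 1.41 with the normexp background correction and -1.04 after scaling to spike-in control probes, where the median of all probes was 1.17 with normexp and -1.67 with the spike-in. The list's level relative to each probe's mean was highest in AL at 12DAF, at 0.66 ± 0.07 (SD, n = 3 arrays).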

Co-expression gene regulatory network analysis showed that M14-18, which are characterized as high expression in CSE at 12DAF (Fig. 5B), involves lipid metabolism (Fig. 7A–E). Cells of CSE were almost occupied by starch granules at 12DAF (Fig. 2E), but not by lipids (Ishimaru et al. 2015). In fact, specific expression of CDP-alcohol phosphatidyltransferase (LOC_Os03g17520), glycerophosphoryl diester phosphodiesterase (LOC_Os02g37590), glycosyl transferase (LOC_Os03g15840),　acyl-CoA synthetase (LOC_Os01g48910), MGDG synthase type A (LOC_Os02g55910), phosphatidate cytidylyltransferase (LOC_Os01g55360), coclaurine N-methyltransferase (LOC_Os06g37610), which are involved in glycerolipid metabolism, phospholipid biosynthesis, glycerophospholipid metabolism, was observed in CSE at 12DAF (Supplementary Fig. S3). 

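Of these 7 loci, 6 were matched to probes of the array. Each was called higher in CSE at 12DAF than in the mean of the other 7 groups in limma, and 4 were called above each other group. The largest difference was that of MGDG synthase type A (Os02g0802700), with a level of -0.80 ± 0.11 in CSE at 12DAF (SD, n = 3) and a log2 fold change of 5.28 (adjusted p = 4.25e-09, limma with Benjamini-Hochberg), at least 32.8-fold since some other groups were not well above background. Phosphatidate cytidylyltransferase (Os01g0758400) was 3.35 higher (at least 9.52-fold), coclaurine N-methyltransferase (Os06g0574100) 3.75 (at least 8.43-fold) and CDP-alcohol phosphatidyltransferase (Os03g0283600) 1.72. Glycerophosphoryl diester phosphodiesterase (Os02g0588500) was 1.94 higher than the mean of the other groups, with a level of -0.51 ± 0.37 in CSE and -0.61 ± 0.61 in DSE at 12DAF, and no array of CSE stood above all others. Acyl-CoA synthetase (Os01g0681200) was 2.56 higher than that mean and 0.82 higher than in AL at 7DAF, the next group. After scaling to spike-in control probes, the differences of the CDP-alcohol enzyme and of the phosphodiesterase were 0.42 (adjusted p = 0.443) and 0.64 (adjusted p = 0.228, limma with Benjamini-Hochberg). For the glycosyl transferase, LOC_Os03g15840, 3 genes were candidates, with a difference of 5.73 for Os03g0265100 (at least 48.3-fold). Only this candidate lies in number between Os03g0248000 and Os03g0271200, the genes matched to LOC_Os03g14380 and LOC_Os03g16440. That order argues for Os03g0265100, but it was looked at after the values were seen, and the locus is not counted as matched. Os03g0287800 was not well above background in CSE at 12DAF, and Os03g0276900 was not tested. Over all 25 loci named for CSE at 12DAF, 18 were matched, and 18 were called higher over all genes tested and adjusted over the list alone, which is not independent evidence since the study chose them on these arrays. Of the 18, 15 were called above each other group, 3 after scaling to spike-in control probes and 6 with the normexp background correction and the 75th percentile. At the adjusted p alone, without the log2 fold change asked for a call, 16 were above each other group.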

Genes for lipid metabolism showing specific expression in CSE at 12DAF (Supplementary Fig. S3) seemed to be quite different from those for lipid metabolism in AL (Supplementary Fig. S4). Recent genetic study with floury shrunken endosperm1 (*fse1*) revealed the involvement of phospholipid metabolism in amyloplast development in rice (Long et al. 2018). The *fse1* mutant results in white-cored type of mild chalk phenotype (Long et al. 2018), suggesting a role of phospholipid biosynthesis in the amyloplast development particularly in the center zone of starchy endosperm (CSE). Zhou et al. (2016) proposed a model that enhancement of lipid metabolism and amylose biosynthesis pathway in the developing endosperm is essential to increase the resistant starch (RS) type five content. RS type five consists of amylose–lipid complexes (Raigond et al. 2015) contributes to glucose homeostasis, which is beneficial to counter type II diabetes because of the restriction of starch granules to swelling during cooking and thus contributes to slower digestion. RS content is positively correlated with amylose content in the rice grains (Yang et al. 2006). Our LM-based expression analysis revealed that maintained high expression of *GBSSI* (LOC_Os06g04200), which is responsible for amylose biosynthesis (Itoh et al. 2003), in CSE at 12DAF (Supplementary Fig. S5). 

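GBSSI (Os06g0133000), the granule-bound starch synthase, had its highest level in CSE at 12DAF, at 6.56 ± 0.23 (SD, n = 3), and its next highest in CSE at 7DAF, at 5.60 ± 0.33. In DSE and LSE at 12DAF it was 4.62 ± 0.20 and 4.64 ± 0.32. The log2 fold change of CSE at 12DAF over the mean of the other groups was 2.72 (standard error 0.20, adjusted p = 8.09e-11, limma with Benjamini-Hochberg), and its 3 arrays lay above all 21 others. The gap to CSE at 7DAF was 0.96 (adjusted p = 0.00413, limma with Benjamini-Hochberg), under the log2 fold change of 1 asked for a call. All 7 other probes of the gene had the same sign. The difference was between 2.33 in the authors' deposited values and 3.22 after scaling to the 75th percentile of all rice probes, and 1.42 after scaling to spike-in control probes.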

Amylose content is highest in CSE zone, followed by medium levels in DSE and LSE zones, and lowest in peripheral zones (AL) in the rice endosperm (Itani et al. 2002). Simultaneous high expression level of *GBSSI* (Supplementary Fig. S5) and specific lipid metabolism (Supplementary Fig. S3) occurred in CSE at the middle storage phase. The present LM-based expression data in CSE at 12DAF provided clues to elucidate the genes which are involved in the resistant starch biosynthetic pathway in rice.

**Fig. 7:**
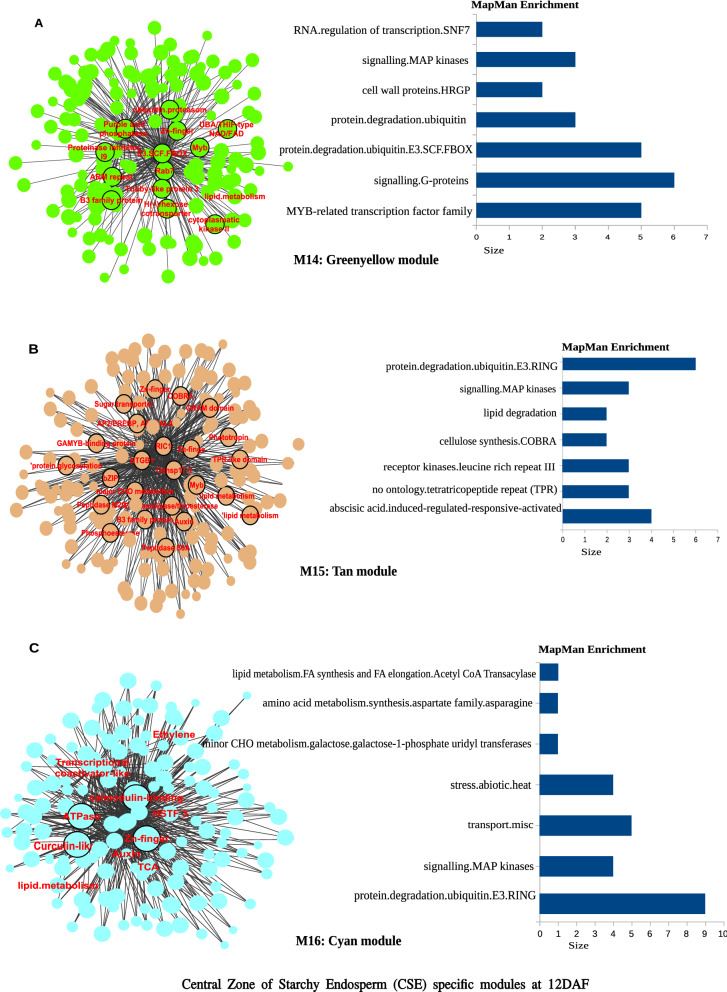

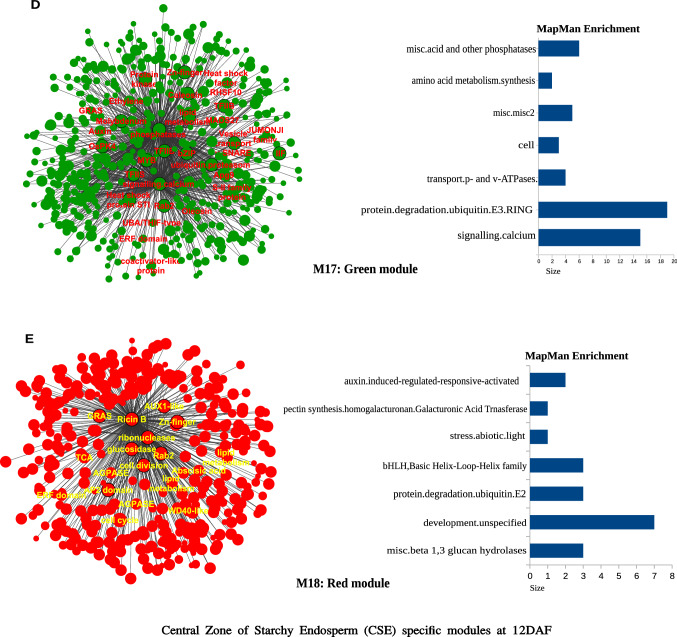
Gene regulatory network and MapMan enriched functions of central zone of starchy endosperm (CSE) specific co-expressed modules at 12DAF. The hub genes (nodes) of five modules, namely, M14-greenyellow (**A**), M15-tan (**B**), M16-cyan (**C**), M17-green (**D**), M18-red (**E**) are highlighted in bordered circle. The top 10 bins of Mapman enriched functional categories based on significant values are shown beside each module where the size of bars represents the number of bins

### Starch accumulation patterns in endosperm precedes non-degenerative programmed cell death (PCD) under desiccation tolerant mechanism

Kobayashi et al. (2013) demonstrated that PCD initiated in the CSE zone at middle storage phase, then spread to the peripheral zone of starchy endosperm. We hypothesized that our LM-based expression analysis could reveal the genes that played a critical role in the onset of PCD in the CSE zone at the middle storage phase. MapMan-based enriched functional categories of genes indicated the ubiquitin-dependent protein degradation in M14, M15, M16, M17, and M18 preferentially upregulated in CSE at 12DAF (Fig. 7A–E). 

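On the array, 396 probes were annotated with ubiquitin or the proteasome, and 287 were tested. At 12DAF, 48 of them were called higher in CSE than in DSE and LSE and 115 lower over all genes tested, or 116 lower adjusted over the list alone. The median log2 difference was -0.60, beside -0.32 for all probes, and the 3 arrays of CSE lay below the 6 of DSE and LSE. Its adjusted p was 0.107 in camera and 9.27e-07 in fry (limma, Benjamini-Hochberg). The sign changed to 0.69 with the normexp background correction and to 0.08 without a filter on dim probes, where the median of all probes rose further, to 1.17 and 1.11. The list holds all such probes of the array and not those of modules M14 to M18, whose members were not analysed here.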

PCD is largely used to describe the process of apoptosis and autophagy (Reape et al. 2008), and these genes are preferentially expressed in modules M14-18. 

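Autophagy protein 8 (Os04g0624000) had a level of 1.20 ± 0.23 in CSE at 12DAF and of -1.07 ± 0.32 in DSE at 12DAF, the next group (SD, n = 3). Its log2 fold change over the mean of the other 7 groups was 3.31 (standard error 0.26, adjusted p = 1.87e-10, limma with Benjamini-Hochberg). The gene of the Apg9 family protein (Os03g0248000) had a level of -0.81 ± 0.27 in CSE at 12DAF, and AL at 12DAF was next at -2.35 ± 0.14. Its fold change was 2.98 (standard error 0.27, adjusted p = 2.48e-09, limma with Benjamini-Hochberg), at least 7.85-fold. For both genes, the 3 arrays of CSE at 12DAF lay above all 21 others.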

Autophagy protein 8 (LOC_Os04g53240) and Autophagy protein Apg9 family protein (LOC_Os03g14380) were found in M15 and M17, respectively (Supplementary Fig. S6). Furthermore, autophagy-related proteins, a UBA/THIF-type NAD/FAD binding fold domain containing protein (LOC_Os01g42850) and two WD40-like domain containing protein (LOC_Os01g57720 and LOC_Os05g33610) were found to be expressed in M17 and M18, respectively with very high expression only in CSE at 12DAF (Supplementary Fig. S6). These results indicate a possibility that PCD through autophagy would occur in CSE at the middle stage. 

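The gene of the UBA/THIF-type protein (Os01g0614900) was 1.90 higher on the log2 scale in CSE at 12DAF than in the mean of the other groups (standard error 0.24, adjusted p = 3.73e-07, limma with Benjamini-Hochberg) and was called above each of them. Its level was -2.25 ± 0.40 in CSE and -3.54 ± 0.38 in DSE at 12DAF (SD, n = 3), and the gene was well above background on all 3 arrays of each group except LSE at 7DAF, with 2. After scaling to spike-in control probes the difference was 0.60 (adjusted p = 0.265, limma with Benjamini-Hochberg). Neither WD40-like locus could be matched to a single gene. Of the candidates for LOC_Os01g57720, Os01g0786900 was 3.87 higher, Os01g0780400 had a fold change of -2.77 (at least 2.97-fold lower) and Os01g0776400 was not tested. For LOC_Os05g33610, the candidates were Os05g0405900 at 5.07 (at least 30.9-fold) and Os05g0407200, which was not well above background in CSE at 12DAF.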

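The array annotates 16 probes with autophagy, of which 9 were tested. At 12DAF, 5 of them were called higher in CSE than in DSE and LSE and 2 lower, over all genes tested and adjusted over the list alone. Their median log2 difference was 1.75 and their mean 0.72, while the median of all probes was -0.32. The 3 arrays of CSE lay above the 6 of DSE and LSE, with a level relative to each probe's mean of 1.57 ± 0.26 in CSE and 0.98 ± 0.20 in AL at 12DAF (SD, n = 3 arrays). The adjusted p was 0.102 in camera and 0.0017 in fry (limma, Benjamini-Hochberg). Camera called the list with a floor on low signals (adjusted p = 0.0336), in the authors' deposited values (0.0181) and with normexp and quantile normalization (0.0235, limma with Benjamini-Hochberg). It also did so with the repaired normexp correction, chosen after the data were seen, at 0.0371. The paper raises the possibility of programmed cell death through autophagy for CSE. It does so from genes of modules M14 to M18, among them the 5 loci it names. The list is not independent of these loci. The array descriptions of 2 of them, autophagy protein 8 (1 probe) and the Apg9 family protein (3 probes), carry the word autophagy.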

Our LM-based tissue specific expression analysis supports PCD events histologically demonstrated by Kobayashi et al. (2013). The CSE zone started transparency (Fig. 1D and E) after the completion of starch accumulation there at middle storage phase (Fig. 2E), meaning the drastic reduction in water content in CSE zone during the middle storage phase (Horigane et al. 2001; Ishimaru et al. 2009). It could be hypothesized that the CSE zone has a specific biological strategy to adapt the dehydration process toward maturation.

The genes involved in abiotic stress response were preferentially enriched in modules M14-M18. These includes, transcription factors, C-myb-like transcription factor (LOC_Os01g62410, designated as OsMYB3R-2, Dai et al. 2007), MADS27 transcription factor (LOC_Os02g36924, designated as OsMADS27, Chen et al. 2018) (Supplementary Fig. S7) are suggested to regulate abiotic stress tolerance in rice plants. 

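OsMYB3R-2 (Os01g0841500) had a level of 0.83 ± 0.30 in CSE at 12DAF, against -1.52 ± 0.37 in LSE and -1.56 ± 0.23 in DSE at 12DAF (SD, n = 3). It was 2.98 higher than the mean of the other groups on the log2 scale (standard error 0.21, adjusted p = 3.12e-11, limma with Benjamini-Hochberg). OsMADS27 (Os02g0579600) was 3.54 higher (standard error 0.32, adjusted p = 1.96e-09, limma with Benjamini-Hochberg), at least 9.89-fold, with a level of -1.95 ± 0.75. Both were called above each other group, with 3 of 3 arrays of CSE at 12DAF above all others. The locus of OsMYB3R-2 was matched by the product name that the paper prints, a rule added after the array files were read but before the values of the candidate genes were looked at.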

We found heat shock factor protein 3 (LOC_Os09g35790, HSF 3) and heat stress transcription factor Spl7 (LOC_Os04g48030) as potential candidates for abiotic stress tolerance transcription factor (Supplementary Fig. S7). 

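HSF 3 (Os09g0526600) was 2.96 higher on the log2 scale in CSE at 12DAF than in the mean of the other groups (standard error 0.36, adjusted p = 2.56e-07, limma with Benjamini-Hochberg) and Spl7 (Os04g0568700) 1.72 higher (standard error 0.42, adjusted p = 0.000977, limma with Benjamini-Hochberg). The level of HSF 3 was -0.21 ± 0.36 and that of Spl7 -2.46 ± 0.82 in CSE at 12DAF (SD, n = 3). All 3 arrays of CSE at 12DAF lay above the others for HSF 3, but 1 of 3 for Spl7. Both were called above each other group. The mean of the 3 probes of HSF 3 gave 1.91. Spl7 lost its call after scaling to spike-in control probes, at 0.42 (adjusted p = 0.499), and with the normexp background correction and the 75th percentile, at 1.34 (adjusted p = 0.054, limma with Benjamini-Hochberg).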

Specific expression of calcium-dependent protein kinase (LOC_Os03g03660, OsCPK7 or OsCDPK11), two calcium-binding EF-hand domain containing proteins (LOC_Os05g31620 and LOC_Os09g24580), Calmodulin 2/3/5 (LOC_Os01g72100) in M18 were observed in CSE at 12DAF (Supplementary Fig. S8). 

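OsCPK7 (Os03g0128700) had a level of 4.08 ± 0.22 in CSE at 12DAF and of -0.67 ± 1.02 in DSE at 12DAF, the next group (SD, n = 3). Its log2 fold change over the mean of the other groups was 5.82 (standard error 0.31, adjusted p = 6.31e-13, limma with Benjamini-Hochberg), and its 5 other probes had the same sign. The EF-hand genes Os05g0380900 and Os09g0412300 were 3.80 (adjusted p = 3.79e-06) and 5.34 higher (adjusted p = 8.94e-08, limma with Benjamini-Hochberg), at least 13.5-fold and 32.9-fold. For each of the genes, the 3 arrays of CSE at 12DAF lay above all 21 others. The calmodulin locus LOC_Os01g72100 was not matched to a gene of the array and is not analysed here.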

MapMan-based enriched functional categories of genes indicated the critical involvement of calcium-mediated signaling in M17 (Fig. 7D) with specific expression of two calcium-dependent protein kinase (LOC_Os03g03660 and LOC_Os04g49510) and calcium-binding EF-hand domain containing protein (LOC_Os01g72080) in CSE at 12DAF (Supplementary Fig. S8). These results suggest the calcium-dependent signal transduction pathway has an important role in CSE at 12DAF. 

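The second calcium-dependent protein kinase, LOC_Os04g49510 (Os04g0560600), had a level of 0.43 ± 0.40 in CSE at 12DAF, -2.27 ± 0.57 in DSE and -4.75 ± 0.85 in LSE at 12DAF (SD, n = 3). It was 5.45 higher than the mean of the other groups on the log2 scale (standard error 0.40, adjusted p = 8.33e-11, limma with Benjamini-Hochberg), at least 30.0-fold, and was called above each group. The EF-hand locus LOC_Os01g72080 was not matched and is not analysed here.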

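Over the array, calcium signalling was annotated on 267 probes, of which 120 were tested. In CSE at 12DAF 37 of these were called higher than in DSE and LSE and 47 lower, over all genes tested and adjusted over the list alone. The median log2 difference was -0.33, against -0.32 for all probes, and the mean was 0.14, so that median and mean differ in sign. The 3 arrays of CSE lay below the 6 of DSE and LSE by the median. Camera gave an adjusted p of 0.578 for a rise and fry gave 0.0114 for a fall (limma, Benjamini-Hochberg). The median changed sign to 1.04 with the normexp background correction, to 0.53 with the repaired form of that correction, which was chosen after the data were seen, and also without a filter on dim probes.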

Innermost layers corresponding to the CSE zone contained 45% calcium, when compared to the entire rice grains, thereby it is suggested that calcium is essential for cell development in the inner zone of endosperm during grain filling (Itani et al. 2002). We postulate that calcium-calmodulin-dependent protein kinase cascade has a crucial role in signal transduction during the dehydration process that started in CSE at middle storage phase. 

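Carbonic anhydrase is annotated at 2 candidate genes for each of LOC_Os01g45274 and LOC_Os09g28150, so that neither locus was matched to a single gene. Of the first pair, Os01g0639900 was 6.28 higher on the log2 scale in CSE at 12DAF than in the mean of the other groups (standard error 0.45, adjusted p = 5.39e-11, limma with Benjamini-Hochberg). It was well above background on all 3 arrays of CSE at 12DAF and on no other array, which gives a difference of at least 50.1-fold. Os01g0640000 was above background on no array. Of the second pair, Os09g0454500 was 5.46 higher (adjusted p = 6.51e-11, limma with Benjamini-Hochberg), at least 33.1-fold, while Os09g0464000 had a fold change of -1.34 (adjusted p = 0.00172, limma with Benjamini-Hochberg), at least 1.15-fold lower, and its highest level in AL at 7DAF. The 1 other probe of Os09g0464000 was tested and had the opposite sign. The array describes Os09g0454500 as of the eukaryotic family and Os09g0464000 as with a prokaryotic and plant domain. The paper gives LOC_Os09g28150 as the α-type, and the family was not used in the matching. The values of Os09g0464000 therefore do not speak against the paper's statement.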

Very specifically, two carbonic anhydrase (CA) (LOC_Os01g45274 and LOC_Os09g28150 in M18), an enzyme which has main role in supplying CO_2_ for carbon fixation by Rubisco by catalyzing the reversible hydration of CO_2_ in leaves, were specifically expressed in CSE at 12DAF (Supplementary Fig. S9). LOC_Os09g28150 is the α-type CA, whereas LOC_Os01g45274 is the β (chloroplast)-type CA. In the leaves of rapeseeds, Wang et al. (2016) suggested the involvement of phosphorylation of β-type CA for adaptation to drought stress. It is likely that β-type carbonic anhydrase may play an essential role in adaptation to the dehydration process in the amyloplast after completion of starch accumulation in CSE. Involvement of α-type carbonic anhydrase in dehydration adaptation remains an open question.

Co-expression gene regulatory network analysis indicated the involvement of plant hormones such as auxin (M15, M16, M17, and M18), abscisic acid (M18), ethylene (M16 and M17) (Fig. 7A–E). Those plant hormones may influence the abiotic stress tolerance during cellular dehydration process in CSE after the middle stage, possibly in coordination with transcription factors and genes related to stress tolerance described above. On the other hand, CSE predominantly accumulates starch (Fig. 2E). CSE is the first endosperm tissue to start dehydration (Fig. 1D and E) while other SE tissues are in the peak of starch accumulation. An abiotic stress tolerance mechanism in CSE at middle stage would contribute to preserving the starch granules as a reserve for the energy source at germination of the next generation.

### Lateral starchy endosperm (LSE) gene regulatory network infers ongoing storage protein accumulation

Predominant localization of PBI (prolamin) and PBII (glutelin) in the LSE zone indicated large amounts of storage proteins there, according to the TEM observation (Fig. 2C, G, and I). In spite of such predominant localization of PBI and PBII in LSE zone, only two genes for glutelin were found in M11 and M15 (Supplementary Fig. S10), whereas no gene for prolamin was categorized into any module (Supplementary Table S3). These results suggest that predominant localization of PBI and PBII in the LSE zone is determined by other regulators. 

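Glutelin was annotated on 23 probes, of which 20 were tested, and prolamin on 20, all tested. Probes of these families can bind transcripts of close copies, so that single members are uncertain. At 12DAF, the glutelin probes had a median log2 difference of LSE from CSE and DSE of 1.03, beside 0.10 for all probes, with all 3 arrays of LSE above the 6 others. The adjusted p was 0.000717 in camera and 0.00131 in fry (limma, Benjamini-Hochberg), and 11 of the 20 probes were called higher over all genes tested and adjusted over the list alone. After quantile normalization the difference was 0.53 and its camera adjusted p 0.177 (limma, Benjamini-Hochberg). The prolamin probes were 2.24 higher, with adjusted p of 3.7e-05 in camera and 0.00052 in fry (limma, Benjamini-Hochberg), but only 1 of 3 arrays of LSE lay above all 6 of CSE and DSE. Of these, 15 were called higher by limma, over all genes tested and adjusted over the list alone. Median levels of glutelin relative to each probe's mean were 1.78 ± 0.15 in LSE, 1.08 ± 0.38 in DSE and 0.62 ± 0.37 in CSE at 12DAF and 1.24 ± 0.29 in LSE at 7DAF (SD, n = 3 arrays). For prolamin they were 2.66 ± 0.82, 1.72 ± 0.90 and -0.52 ± 0.62 at 12DAF and 2.05 ± 0.38 in LSE at 7DAF. The prolamin gene Os06g0507200 had its highest level in DSE at 12DAF, and its difference of 0.03 changed sign to -0.31 after quantile normalization.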

Genes categorized into M11 and M13 showed that expression was almost absent in CSE at 12DAF although it was high in all endosperm tissues at 7DAF (Fig. 4; Table 1), suggesting that M11 and M13 would contain the important genes for protein synthesis and/or initial amyloplast development. Co-expression analysis of gene regulatory networks revealed that a transcriptional factor, Myb, DNA-binding domain containing protein (LOC_Os02g02370) was categorized into M11 (Fig. 6D) with Glu-B5 (LOC_Os02g14600). Glu-B5 mutant, W3660, drastically reduces glutelin content in the rice grain (Wang et al. 2005). M11 may possess the genes that are involved in synthesis of glutelin. Co-expression analysis of gene regulatory networks in M13 suggests the involvement of GRP94, plant hormones such as gibberellin, ethylene, and auxin (Fig. 6F). GRP94 (LOC_Os06g50300) is a molecular chaperone localized in endoplasmic reticulum (ER). Ishimaru et al. (2019) reported that expression of the genes for ER-localized molecular chaperones is thermo-sensitive, suggesting the regulation of prolamin content and initial amyloplast development in rice grain. 

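GRP94 (Os06g0716700) had a level of -1.87 ± 0.10 in CSE, -1.46 ± 0.15 in DSE and -1.48 ± 0.15 in LSE at 7DAF, and of -1.57 ± 0.46 in AL at 7DAF (SD, n = 3). At 12DAF it was -3.81 ± 0.19 in AL, -3.88 ± 2.02 in CSE, -3.42 ± 0.08 in DSE and -1.21 ± 0.15 in LSE, the highest of the 8 groups. The starchy endosperm at 7DAF was 2.28 higher than CSE at 12DAF on the log2 scale (standard error 0.45, adjusted p = 0.000137, limma with Benjamini-Hochberg), with all 9 arrays above the 3. The size rests on single arrays of CSE at 12DAF, with 1.07 without replicate 3 and 3.11 without replicate 1. With the normexp background correction and the 75th percentile the call was lost, at 0.84 (adjusted p = 0.199, limma with Benjamini-Hochberg).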

Expression pattern of GRP94 showed that expression level was preferentially high in starchy endosperm (CSE, LSE, DSE) at 7DAF, then expression level maintained high at LSE at 12DAF (Supplementary Fig. S10). In addition, M13 possesses the glutelin A-1 storage protein (LOC_Os02g25860), which built diverse network to the neighboring genes including gibberellin-induced MYB transcriptional factor (LOC_Os03g38210) (Fig. 6F; Supplementary Table S3). 

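The gibberellin-induced MYB gene (Os03g0578900) was higher in starchy endosperm at 7DAF than in CSE at 12DAF by a log2 fold change of 2.93 (standard error 0.54, adjusted p = 6e-05, limma with Benjamini-Hochberg), at least 4.07-fold. Its level was -2.03 ± 0.12 in DSE, -2.52 ± 0.47 in LSE, -2.93 ± 0.12 in AL and -4.68 ± 0.30 in CSE at 7DAF (SD, n = 3), and it was above background on no array of CSE at either stage. All 9 arrays of starchy endosperm at 7DAF lay above the 3 of CSE at 12DAF. The difference was 0.30 with the normexp background correction and the 75th percentile (adjusted p = 0.663, limma with Benjamini-Hochberg). The locus of glutelin A-1 was not matched and is not analysed here.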

Co-regulons of M13 module encodes the expression of various sucrose cleaving enzymes (invertases and sucrose synthase), trigger of glycolysis, mitochondrial electron transport, TCA and amino acid metabolic pathways (Fig. 6F). There also found two gibberellin-regulated 60S ribosomal protein L9 (LOC_Os09g31180 and LOC_Os02g01332) in M13 (Fig. 6F). 

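Of the 60S ribosomal protein L9 loci, LOC_Os09g31180 (Os09g0485900) was matched and LOC_Os02g01332 was not. Its brightest probe was lower in starchy endosperm at 7DAF than in CSE at 12DAF, with a log2 fold change of -1.10 (standard error 0.36, adjusted p = 0.0103, limma with Benjamini-Hochberg) and a level of 1.73 ± 0.17 in CSE at 12DAF (SD, n = 3). The 4 other probes of the gene had the opposite sign, and the mean of all its probes was 4.01 higher at 7DAF. Without replicate 1 or replicate 3 of LSE at 7DAF, the brightest probe was at -0.99 and -0.93, within the log2 fold change of 1 asked for a call. It changed sign to 0.29 after scaling to spike-in control probes.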

M13 may possess the genes that are involved in synthesis of prolamin and glutelin as well as the genes that are involved in starch accumulation. Whether gibberelin influences the protein synthesis and/or initial amyloplast development through the ribosomal protein needs to be further investigated.

### Aleurone-specific gene regulatory networks characterized to be involved in oil deposition, assimilate transport, stress tolerant and defense mechanism, TCA cycle and reactive oxygen species scavenging

Dorsal aleurone layers (AL) contain large amounts of lipids as oil bodies (Fig. 2H, J; Ishimaru et al. 2015). AL plays a specific role in uptake of sucrose and amino acids from maternal tissues into developing endosperm until the late storage phase (Opakra and Gates 1981). Cell morphology in AL was quite different from that in other starchy endosperm tissues, especially in terms of storage compounds (Fig. 2A–J). Elucidating the molecular mechanisms in the development of AL will be useful to understand assimilate transport, positional cell fate and morphogenesis, and oil deposition. Co-expression analysis showed that six modules (M4, M5, M6, M8, M9, and M10) possessed the AL-specific expression (Fig. 5C). 

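The 5 probes with the largest log2 difference of AL from starchy endosperm, among those with a named product that were called above each starchy endosperm group at both stages, belonged to 2 genes. Of them, 4 were probes of the oleosin gene Os04g0546500, with a largest difference of 9.95 (standard error 0.32, adjusted p = 9.39e-17, limma with Benjamini-Hochberg), at least 800-fold. Its level was 6.79 ± 0.04 at 7DAF and 7.35 ± 0.16 at 12DAF in AL, and 2.46 ± 0.51 in DSE at 7DAF, the next group (SD, n = 3). The other was the embryonic abundant protein gene Os05g0349800, at 9.94 (standard error 0.37, adjusted p = 7.2e-16, limma with Benjamini-Hochberg), at least 548-fold. DSE at 7DAF was the next group here too, at -1.92 ± 1.78.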

Co-expression analysis of gene regulatory networks indicated the involvement of genes for lipid metabolism in all six modules (Fig. 8A–F), suggesting that those genes are involved in the biological cellular event in AL for oil deposition. 

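Fatty acid synthesis and oil bodies were annotated on 135 probes, of which 95 were tested. Their median log2 difference of AL from starchy endosperm was 2.05, beside 0.82 for all probes, with all 6 arrays of AL above the 18 others. Camera and fry gave adjusted p of 4.65e-06 and 5.02e-15 (limma, Benjamini-Hochberg). In AL 73 probes were called higher and 5 lower over all genes tested and adjusted over the list alone. Levels relative to each probe's mean were 1.83 ± 0.09 in AL and 0.73 ± 0.07 in DSE at 7DAF, and 1.23 ± 0.16 in AL and -1.80 ± 0.16 in CSE at 12DAF (SD, n = 3 arrays).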

Evidence suggests that specific expression of NADH-dependent enoyl-ACP reductase (LOC_Os08g23810 in M5), Acetyl-coenzyme A carboxylase (LOC_Os05g22940 in M6), dihydrolipoamide S-acetyltransferase (LOC_Os12g08170 in M5; LOC_Os08g33440 in M8), Pyruvate dehydrogenase E1 beta subunit (LOC_Os03g44300 in M9), Pyruvate kinase isozyme G (LOC_Os01g47080 in M9), Long-chain-fatty-acid–CoA ligase 4 (LOC_Os11g06880 in M9), etc. in AL reinforces the participation of those genes in fatty acid biosynthesis and chain elongation in AL (Supplementary Fig. S4). 

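The 7 loci were matched to probes, and each was called higher in AL than in starchy endosperm in limma, with log2 fold changes between 2.67 and 5.28, bounds between at least 5.62-fold and at least 23.3-fold, and a largest adjusted p of 6.69e-10 (Benjamini-Hochberg). Of them, 4 were called above each starchy endosperm group at both stages, namely acetyl-CoA carboxylase (Os05g0295300), pyruvate dehydrogenase E1 beta subunit (Os03g0645100), pyruvate kinase isozyme G (Os01g0660300) and long-chain-fatty-acid-CoA ligase 4 (Os11g0169800). For enoyl-ACP reductase (Os08g0327400) the level was -0.39 ± 0.24 in AL at 12DAF and -0.68 ± 0.34 in DSE at 7DAF (SD, n = 3). The dihydrolipoamide S-acetyltransferase genes Os12g0182200 and Os08g0431300 were at -1.30 ± 0.24 and -1.13 ± 0.21 in AL at 12DAF, and at -1.65 ± 0.01 and -2.22 ± 0.10 in DSE at 7DAF. All 6 arrays of AL lay above the 18 of starchy endosperm for each gene except the reductase, with 5. Over the 17 loci named for AL at both stages, 16 were matched and 14 tested. All 14 were called higher over all genes tested and adjusted over the list alone, which is not independent evidence, and 8 were called above each starchy endosperm group. In the authors' deposited values, 10 of the 14 were called.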

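Enzymes of the TCA cycle were annotated on 74 probes, of which 50 were tested. They were higher in AL than in starchy endosperm by a median log2 difference of 1.99, beside 0.82 for all probes, and all 6 arrays of AL lay above the 18 others. The adjusted p was 2.01e-05 in camera and 1.52e-14 in fry (limma, Benjamini-Hochberg). In AL, 39 probes were called higher by limma, over all genes tested and adjusted over the list alone. Levels relative to each probe's mean were 1.87 ± 0.03 in AL and 0.72 ± 0.08 in DSE at 7DAF, and 1.12 ± 0.08 in AL and -1.91 ± 0.08 in CSE at 12DAF (SD, n = 3 arrays). The lowest difference was 0.53, in the authors' deposited values, where the median of all probes was -0.02.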

Co-expression analysis of gene regulatory networks and MapMan-based enriched functional categories of genes also indicated the involvement of genes for TCA cycle in M4, M5, M6, M8, and M9 (Fig. 8A–E). Ishimaru et al. (2015) previously demonstrated with LM that AL predominantly expresses the genes for TCA cycle and oxidative phosphorylation in the presence of oxygen and large numbers of mitochondria at early storage phase. Expression of genes for TCA cycle in M4, M5, M6, M8, and M9 (Fig. 8A–E) contributes to maintaining the redox status in AL to supply ATP for oil deposition through aerobic respiration during ripening.

**Fig. 8:**
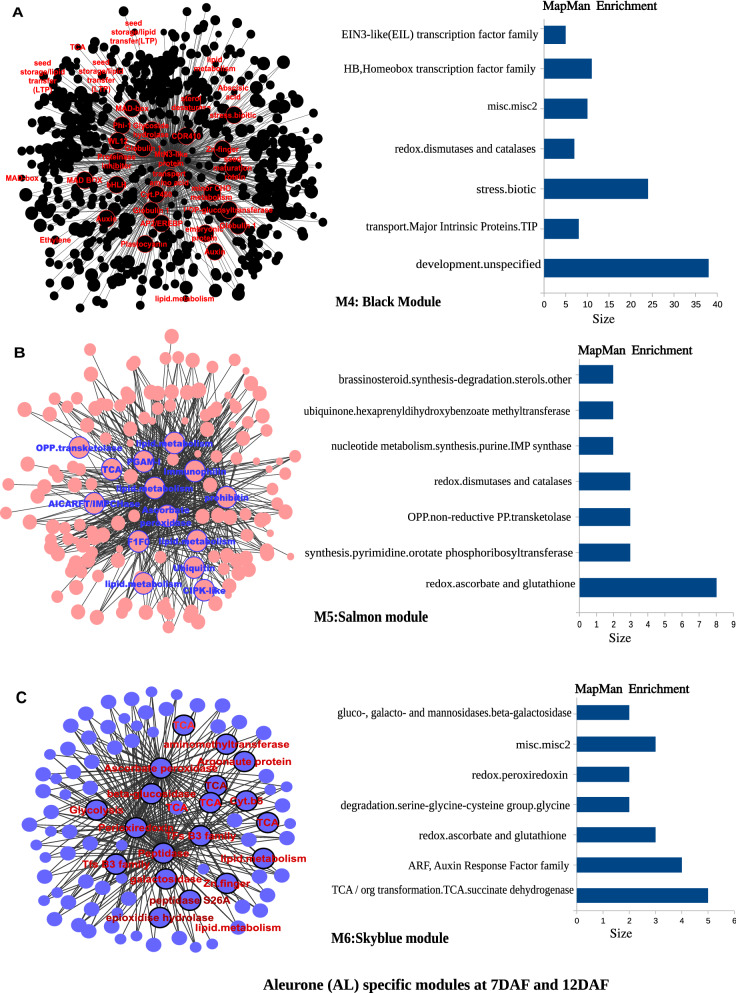

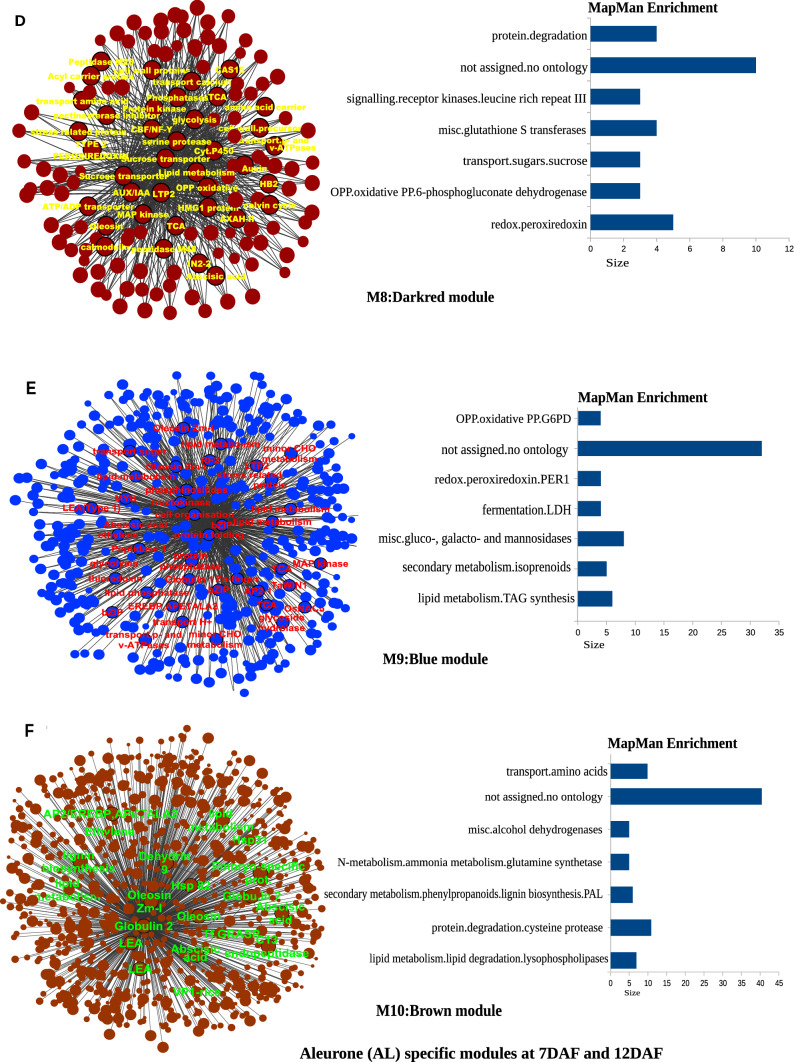
Gene regulatory network and MapMan Enriched functions of dorsal aleurone cells (AL) specific co-expressed modules at 7DAF and 12DAF. The hub genes (nodes) of six modules network namely, M4-black (**A**), M5-salmon (**B**), M6-skyblue (**C**), M8-darkred (**D**), M9-blue (**E**), M10-brown (**F**) are highlighted in bordered circle. The top 10 bins of MapMan functional categories based on significant values are shown beside each module where the size of bars represents the number of bins

MapMan-based enriched functional categories of genes indicated the unspecified development in M4 (Fig. 8A) with preferential expression of genes in AL at 12DAF (Fig. 5C, the top panel), suggesting that genes categorized into M4 have a particular role(s) in maintaining homeostasis at the middle storage phase. 

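Globulin, dehydrin and LEA proteins were annotated on 49 probes, of which 43 were tested. Their median log2 difference of AL from starchy endosperm was 4.93, beside 0.82 for all probes, with an adjusted p of 2.78e-05 in camera and 9.75e-16 in fry (limma, Benjamini-Hochberg). All 6 arrays of AL lay above the 18 of starchy endosperm, and 33 probes were called higher in AL and 4 lower over all genes tested and adjusted over the list alone. In AL the level relative to each probe's mean rose from 2.57 ± 0.23 at 7DAF to 5.60 ± 0.20 at 12DAF, while in DSE it was -0.24 ± 0.67 and -0.24 ± 0.51 (SD, n = 3 arrays).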

Co-expression analysis of gene regulatory networks indicated the genes for globulin were linked with the number of neighboring genes in M4 (Fig. 8A) as well as M9 and M10 (Fig. 8E and F). The genes are considered to be involved in the synthesis of 7S globulin, which is specifically accumulated in aleurone cells (Shewry 1995). In soybean and wheat, it is known that 7S globulin is not a storage protein, but a multi-functional protein with abiotic stress responses (Hirano et al. 1992; Omi et al. 1996) and endoxylanase inhibitor for the defense mechanism from pathogenic bacteria and fungi (Fierens et al. 2003; Yoshizawa et al. 2011). AL accumulates 7S globulin possibly for the abiotic stress response and defense mechanism to pathogens in rice. Dehydrin and late embryogenesis abundant (LEA) II protein, whose genes were categorized into M10 in gene regulatory network (Fig. 8F), also confer the desiccation tolerance to seeds during maturation in cereals (See review, Kosavá et al. 2014). M4, M9, and M10 possess many AL-specific transcription factors related to abiotic stress responses and pathogen defense (Supplementary Fig. S11). A transcription factor, MADS-box domain containing protein (LOC_Os08g41950, designated as OsMADS7, Zhang et al. 2018), a heat shock transcription factor 29 (LOC_Os01g53220, designated as OsHsfC1b, Schmidt et al. 2012), a transcription factor MYBS3 (LOC_Os05g37060, designated as MID1, Guo et al. 2016), and a heat shock transcription factor 31 (LOC_Os01g39020, designated as OsHsfA7, Liu et al. 2013), are suggested to regulate abiotic stress tolerance in rice plants. 

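All of these 4 genes were called higher in AL than in starchy endosperm in limma, and 1 of them, OsHsfA7 (Os01g0571300), was called above each starchy endosperm group at both stages. Its log2 fold change was 4.34 (standard error 0.19, adjusted p = 8.17e-15, limma with Benjamini-Hochberg), at least 10.4-fold. OsMADS7 (Os08g0531700) was 3.34 higher in AL, at least 6.05-fold, and had levels of -5.15 ± 2.51 at 7DAF and -1.27 ± 0.34 at 12DAF in AL (SD, n = 3). It was above background on 1 of 3 arrays of AL at 7DAF. OsHsfC1b (Os01g0733200) was 2.89 higher, at least 5.39-fold, though in no AL array above all arrays of starchy endosperm. MID1 (Os05g0442400) was 2.72 higher, at least 5.04-fold, and had levels of -2.69 ± 0.11 in AL and -3.03 ± 0.54 in DSE at 7DAF. With the normexp background correction and the 75th percentile, OsMADS7 (1.20, adjusted p = 0.0722), OsHsfC1b (0.60, adjusted p = 0.452) and MID1 (0.70, adjusted p = 0.273) lost their calls (limma, Benjamini-Hochberg).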

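OsWRKY51 (Os04g0287400) was called above each starchy endosperm group in AL at both stages, with a log2 fold change of 2.74 (standard error 0.30, adjusted p = 5.04e-08, limma with Benjamini-Hochberg), at least 4.25-fold. Its level in AL was -3.17 ± 0.60 at 7DAF and -4.50 ± 0.25 at 12DAF (SD, n = 3), and 4 of 6 arrays lay above all of starchy endosperm. It was 0.59 with the normexp background correction and the 75th percentile (adjusted p = 0.409, limma with Benjamini-Hochberg). The brightest probe of OsWRKY71 (Os02g0181300) was well above background on at most 1 of 3 arrays in any group, and that of JMJ705 (Os01g0907400) on at most 2, so that these probes were not tested. The other probe of OsWRKY71 was 2.29 higher in AL (adjusted p = 6.12e-08, limma with Benjamini-Hochberg), at least 2.63-fold, and was not called above each starchy endosperm group.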

On the other hands, WRKY transcription factor 71 (LOC_Os02g08440, designated as OsWRKY71, Liu et al. 2007), WRKY transcription factor 51 (LOC_Os04g21950, designated as OsWRKY51, Hwang et al. 2016), and Transcription factor jumonji, JmjN domain containing protein (LOC_Os01g67970, designated as JMJ705, Li et al. 2013) are suggested to regulate pathogen defense signaling pathway in rice plants in crosstalk with plant hormones. A set of different genes specifically expressed in AL suggests that AL may have a different stress adaptation strategy including desiccation tolerance from CSE during maturation.

In the gene regulatory network, M4, M8, M9, and M10 possessed various plant hormones such as abscisic acid, ethylene, auxin (Fig. 8A, D, E, and F), and ethylene-responsive transcription factor-like protein, AP2/EREBP, suggesting the relation of plant hormones in induction of genes involved in the stress tolerance and defense mechanism in AL. 

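OsLG3 (Os03g0183000) had a level of -1.92 ± 0.53 in AL at 12DAF and of -6.15 ± 1.61 in AL at 7DAF (SD, n = 3), where it was above background on 1 of 3 arrays. It was 4.73 higher in AL at 12DAF than in the mean of the other 7 groups on the log2 scale (standard error 0.46, adjusted p = 1.39e-08, limma with Benjamini-Hochberg), at least 17.1-fold, and called above each of them, with 3 of 3 arrays above the 21 others. With the normexp background correction and the 75th percentile it was 1.76 (adjusted p = 0.0521, limma with Benjamini-Hochberg).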

Among AP2/EREBP genes, the AP2 domain containing protein RAP2.6 (LOC_Os03g08470) was specifically expressed in AL at 12DAF in M4 (Supplementary Fig. S12). Recently, Xiong et al. (2018) reported that alleles of LOC_Os03g08470, designated as *OsLG3*, from upland rice confers the drought tolerance in rice by inducing reactive oxygen species scavenging. According to MapMan-based enriched functional categories, genes involved in redox, ascorbate–glutathione cycle, detoxifies H_2_O_2_, were prominent in module M5 (Fig. 8B) and M6 (Fig. 8C). 

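Redox enzymes, among them ascorbate peroxidase, glutathione reductase and thioredoxin, were represented by 149 tested probes. The median log2 difference of AL from starchy endosperm was 1.70, beside 0.82 for all probes, and all 6 arrays of AL lay above the 18 others. The adjusted p was 3.91e-05 in camera and 6.45e-14 in fry (limma, Benjamini-Hochberg), with 101 probes called higher in AL and 2 lower over all genes tested and adjusted over the list alone. Levels relative to each probe's mean were 1.31 ± 0.05 at 7DAF and 1.21 ± 0.03 at 12DAF in AL (SD, n = 3 arrays).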

AL functions as a main route of assimilates into developing endosperm (Oparka and Gates 1981), thereby AL must be active until the late storage phase (Fig. 1G and H) by maintaining moisture content at outer layers of endosperm (Horigane et al. 2001; Ishimaru et al. 2009). There is a possibility that an AP2/EREBP gene, *OsLG3*, activates the genes involved in redox, ascorbate–glutathione cycle, contributing to the maintenance of cell activity and function of AL until maturation. It should be noted, however, AP2/EREBP protein plays diverse roles in biological cellular processes. In the developing endosperm of barley, AP2/EREBP gene is highly expressed in developing endosperm transfer cells (Thiel et al. 2008), which corresponds to AL in the developing rice endosperm of this study. Because of influences of AP2/EREBP protein on seed size, grain weight, and storage compound accumulation in Arabidopsis (Jofuku et al. 2005; Ohto et al. 2005), Thiel et al. (2008) speculated that AP2/EREBP that is highly expressed in endosperm transfer cells has similar effect on barley seed development as demonstrated by Arabidopsis. Whether AP2/EREBP family proteins categorized into M4, M9, and M10 (Supplementary Table S3) have a similar influence on seed characters in rice as demonstrated by Arabidopsis seeds or not need to be further investigated.

Arabidopsis leafy cotyledon 1 (LEC1) is an embryo-specific NUCLEAR FACTOE Y (NF-Y) transcription factor that regulates embryogenesis (Lothan et al. 1998). In rice, OsNF-YB1 (LOC_Os02g49410) homologous to LEC1 is specifically expressed in aleurone cells of developing endosperm (Sun et al. 2014) and regulates the grain filling by controlling a sucrose transporter, *OsSUT1* (LOC_Os03g07480, Hirose et al. 1997) interacting with an ERF transcription factor Os#ERF115 (LOC_Os08g41030) (Bai et al. 2016; Xu et al. 2016). 

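The gene of OsERF115 (Os08g0521600) had levels of 3.77 ± 0.18 at 7DAF and 3.91 ± 0.15 at 12DAF in AL (SD, n = 3), and was next highest in DSE at 7DAF, at -1.09 ± 0.55. It was 8.85 higher in AL than in starchy endosperm on the log2 scale (standard error 0.23, adjusted p = 6.58e-18, limma with Benjamini-Hochberg), at least 307-fold. OsSUT1 (Os03g0170900) was 7.07 higher (standard error 0.22, adjusted p = 4.02e-17, limma with Benjamini-Hochberg), at least 126-fold, with levels of 3.38 ± 0.17 at 7DAF and 2.21 ± 0.22 at 12DAF in AL and -0.52 ± 0.50 in DSE at 7DAF. All 6 arrays of AL lay above the 18 of starchy endosperm for both. The locus of OsNF-YB1 had 3 candidate genes by the words of their descriptions. Of these, Os02g0725900 was 6.88 higher in AL, at least 90.3-fold, and Os02g0725700 was above background on no array. Os02g0731200, also above background on no array, is described as transcription factor MADS57 and not as an NF-Y gene.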

Our LM-based expression analysis also confirmed the aleurone-specific expression of OsNF-YB1, OsERF115, and OsSUT1 in M8, M9, and M8, respectively (Supplementary Fig. S13). Other transporters such as monosaccharide, amino acid, ion, inorganic transporters were found in M4, M9, and M10 (Supplementary Fig. S13), supporting the essential role of AL for unloading of nutrients into developing endosperm. 

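Transporters and permeases were annotated on 695 probes, of which 179 were tested. In AL, 99 of these were called higher than in starchy endosperm and 23 lower, over all genes tested and adjusted over the list alone. The median log2 difference was 1.16, beside 0.82 for all probes, with all 6 arrays of AL above the 18 others. Camera gave an adjusted p of 0.724 and fry gave 8.6e-13 (limma, Benjamini-Hochberg). Without a filter on dim probes the median was 0.01.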

Transcription factors in four modules (M4, M8, M9, M10), which showed specific or preferential expression in AL (Fig. 5C), would structure the cascade with aleurone cell morphogenesis and transport-related genes during grain filling.

## Conclusion

Our LM-based tissue- and stage-specific expression analysis offers specific molecular physiological insights into the ongoing distinct storage processes occurring spatially in distinct fractions of developing endosperm. Further in-depth analysis by co-expression gene regulatory network and MapMan-based enriched functional categories of genes implied tissue- and stage-specific biological cellular events in the developing rice endosperm as shown in Table 2. The development of cell framework was assumed to be active in all starchy endosperm tissues at early storage phase although those events ceased in CSE at middle stage after the decline of starch accumulation. Starch metabolism, facilitation of the polypeptides’ translocation to amyloplast, protein holding by molecular chaperone for starch synthesis, and storage protein accumulation were assumed to be the key biological cellular events active in all starchy endosperm both at early and middle storage phases. Very interestingly, ubiquitin-dependent protein degradation, PCD through autophagy, phospholipid and glycolipid metabolism along with amylose synthesis, and dehydration stress response were assumed to be the specific biological cellular events predominant in CSE at the middle storage stage. Transcription factors, plant hormone-inducible proteins identified as co-regulators which are operative in starch metabolism, its functions need to be established in future studies through genome editing. Oil deposition through lipid metabolism, energy production through TCA cycle, redox and ROS scavenging through ascorbate–glutathione cycle, abiotic stress response and defense mechanism from pathogens, aleurone cell morphogenesis, and assimilate transport were assumed to be the key biological cellular events in AL both at early and middle storage phases. In conclusion, our LM-based tissue- and stage-specific transcriptome analysis provided novel insight into the molecular physiological mechanisms of rice endosperm development from early to middle storage phase.

**Table 2:** A hypothesis of tissue- and stage-specific biological cellular events in the developing rice endosperm based on the gene expression profile of distinct 18 modules

Endosperm tissue(s)	Key biological cellular events (modules involved)	
	Early storage phase (7DAF)	Middle storage phase (12DAF)
AL	Oil deposition through lipid metabolism (M4, M5, M6, M8, M9, M10) Energy production through TCA cycle (M4, M5, M6, M8, M9) Redox and ROS scavenging though ascorbate–glutathione cycle (M5, M6) Abiotic stress responses and defense mechanism from pathogens (M4, M9, M10) Cell morphogenesis and assimilate transport (M4, M8, M9, M10)	
Starchy endosperm (CSE, DSE, LSE)	Development of cell framework (M2, M3)^a^	
	Starch metabolism, facilitation of the polypeptide translocation to amyloplast, protein holding by molecular chaperone for starch synthesis (M2, M7, M12, M13) Storage protein accumulation (M11, M13)^b^	
CSE		Ubiquitin-dependent protein degradation (M14, M15, M16, M17, M18) PCD through autophagy (M15, M17, M18) Lipid metabolism (M14, M15, M16, M17, M18) Dehydration stress response (M17, M18)

Starchy endosperm stands for central starchy endosperm (CSE), dorsal starchy endosperm (DSE), and lateral starchy endosperm (LSE); dorsal aleurone cells (AL). Days after flowering (DAF); Module (M); programmed cell death (PCD); reactive oxygen species (ROS); tri carboxylic acid (TCA)

^a^Continue to middle storage phase in DSE and LSE

^b^Almost absent in CSE at middle storage phase

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 (TIF 839 kb) Supplementary Figure S1 Expression pattern of genes for SE-preferential Toc34 and OEP75. The gradient of min to max expression pattern follows yellow-darkorange color mode. For sample designation in each column, 7AL.1 in the column stands for 7DAF(7)-Dorsal aleurone layers(AL)-Replicates1(1). Abbreviations for stages and tissues follow Figure 1 and Figure 3, respectively. For gene designation in each line, M7 represents module7, LOC_Os03g16440 represents for MSU7, and ‘29.3.3_protein.targeting.chloroplast’ represents gene ontology (biological process) estimated by MapMan.

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

Supplementary file9

Supplementary file10

Supplementary file11

Supplementary file12

Supplementary file13

Supplementary file14

Supplementary file15

Supplementary file16

Supplementary file17

## Data Availability

All microarray data can be accessed from the GSE 181762 NCBI GEO repository.

How the deposited data were processed for this re-analysis (not part of the article)

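Expression was measured in rice endosperm tissues taken by laser microdissection, namely the aleurone layer (AL) and the central, dorsal and lateral starchy endosperm (CSE, DSE and LSE). Each tissue was taken at 7DAF and 12DAF with 3 replicates, which gives 24 arrays in 8 groups. Each array is a one-colour Agilent rice array. Total RNA was amplified and labelled with Cy3 before hybridization, 1 array per replicate. The 24 arrays sat on 7 slides of at most 4 arrays, and no slide held both stages. Per the file headers they were scanned in 3 runs, with all 12DAF arrays in 1 run and the 7DAF arrays in the other two.

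The spot intensities were made by the authors with Feature Extraction, version 9.5.3.1 per the file headers. This software subtracted the background, put surrogate values in place of signals near background, and did not scale the intensities between arrays. The log2 values of the series, as deposited by the authors, hold 1 value per probe and array. Within each array, their order was checked to be that of median spot signal minus median local background, with a rank correlation of 1. The sorted values of the arrays were nearly the same, with a median SD between arrays of 0.00736, as quantile normalization gives. The paper names limma for the differential expression and Feature Extraction for the background correction, and does not state the normalization. No 2 arrays held the same values.

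The values used here started from the processed intensities, on the log2 scale. From each array, the 75th percentile of the 2604 probes that were well above background on all 24 arrays was subtracted. These probes were taken since most probes were not above background on the median array, a rule set beforehand. Spots marked as outliers by the image software were set to missing, and the 43734 spots of rice probes per array were averaged into 42477 probes. The 15746 probes that were well above background on all 3 arrays of at least 1 group were tested, with 56 missing values among them. Control probes were left out of the tests. A level given for a gene list is the median over its probes after the mean of each probe over the arrays was subtracted.

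All tests across probes used limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading. One model of the 8 group means was fitted to all 24 arrays, so that the groups share an estimate of the spread. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 in either direction, the thresholds of the paper's methods. The comparisons were the 12 pairs of tissues within a stage, the stages within each of the 4 tissues, and the stages over all tissues, 17 in total. Further contrasts set AL against starchy endosperm, CSE against DSE and LSE at 12DAF, and each group against each of the other 7. Interaction terms asked whether the change between the stages differs between tissues. Lists of genes were tested with camera from limma, with its preset correlation between genes of 0.01, and with fry. The lists were found by words in the array annotation and cover starch synthesis, tubulin and actin, molecular chaperones, ribosomal proteins, ubiquitin and proteasome, autophagy, phospholipids and glycolipids, and calcium signalling. They further cover fatty acid synthesis and oil bodies, the TCA cycle, redox enzymes, transporters, globulin with dehydrin and LEA proteins, glutelin, and prolamin. Modules M1, M2 and M3 were tested with the probes listed for them in Supplementary Table S3. Where a group on the lower side of a gene's comparison was not well above background on any array, the fold change is also given as a bound, left out where it was under 1. For the bound, such a group's signal on each array was raised to the lowest signal well above background there, unless it was higher.

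The genes named were set by a rule. They are the 53 loci that the paper gives by identifier, the 5 probes with a named product and the largest difference for CSE at 12DAF and for AL, and the brightest probe of each description in the starch, glutelin and prolamin lists. Of several probes of a gene, the one with the highest mean log2 signal over all arrays was used. The paper's locus numbers differ from the gene identifiers of the array. The held part of Supplementary Table S3 pairs 307 of them, of which 300 run in 1 numbering order. A locus was matched where a single gene with a fitting description lay between its neighbours in that order, which held for 32 loci. Another 8 were matched by the product name printed in the paper, a rule added after the arrays were read but before any value of the candidates was looked at. The other 13 loci were not matched, and candidates are named beside some of them. A named gene is called above each other group where every pairwise comparison passes both thresholds, and counts at the adjusted p alone are given once. Of the 40 matched loci, 38 were tested.

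The design, the named genes, the lists and these alternatives were set before the data were examined: quantile normalization, normexp background correction with an offset of 16 followed by the 75th percentile or by quantile normalization, the deposited log2 values, no filter on dim probes, the 75th percentile of all rice probes, marked spots kept, and a floor at the 1st percentile of detected signals. Also set then were the slide as a random or a fixed block, the replicate number as a block, p values adjusted over passing probes only, a fit of the compared groups only, the mean of all probes of a gene, fry in place of camera, and leaving out each array in turn. Scaling to spike-in control probes, a normexp correction without spots dimmer than their surroundings, and the scan run as a random block were added later. The spike-in scaling used 7 of the 10 E1A control probes. For each result of the model, other splits of the same arrays into groups of the same sizes were fitted, all of them where there were 10 or 84, and otherwise 100 with a fixed seed.

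Arrays with the same replicate number were checked for shared deviations from their group means. Each of the 3 correlations was over 0.1 for CSE with DSE, CSE with LSE and DSE with LSE at 7DAF, and for AL with DSE, AL with LSE and DSE with LSE at 12DAF. In the other pairs of groups at least 1 was not. At 12DAF each number stands for 1 slide, so that number and slide cannot be told apart there. At 7DAF, replicate 1 of DSE sat on another slide than replicate 1 of CSE and LSE and correlated with them at 0.21 and 0.30, so that the slide alone does not account for the pairing. What else the numbers share is not stated in the files.

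The calculations were tested on simulated data, with noise drawn independently for each probe and array. For CSE against DSE at 12DAF, with 200 of 15746 probes changed by 2 on the log2 scale, 155 of the changed probes were called, all 155 in the right direction, beside 12 unchanged probes. In AL against DSE at 7DAF, left without any change, limma called 0 probes, while 805 had an unadjusted p under 0.05. A planted list of 50 probes gave a median difference of 1.06 and an unchanged list -0.05.

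Depth was judged by the share of probes well above background, whose group medians ranged from 13.4% in CSE at 12DAF to 36.1% in AL at 7DAF. Replicates within a group correlated with a median between 0.92 in LSE at 7DAF and 0.971 in AL at 12DAF. Few probes stand above background in CSE at 12DAF, so that differences for dim genes there are less precise. No spot was saturated on any array. Supplementary Table S2 was held for 1749 of 15090 entries, and Supplementary Table S3 for 3 modules. The remaining entries and modules, and data from other experiments of the paper, were not analysed here.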

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

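The tests with a single shift of all probes, of the scan run, and of slide, brightest spots and brightest probes were chosen only after the results were seen, as were spike-in scaling and the repaired normexp correction. The tests of the shift, of the scan run and of the brightest probes took the place of first versions whose outcome was fixed by their construction, and which had been seen.

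The change between the stages differed between tissues, by a test of the difference itself. Between CSE and the mean of DSE and LSE, 6238 probes were called by the interaction term of limma, 2799 of them (44.9%) with a larger rise or smaller fall in CSE. The tables argue against a scaling error as the whole cause. Over the single shifts of all probes that were tried, the fewest calls were 6227, at a shift of 0.05, which is 39.5% of the 15746 probes tested. The tissues were spread unevenly over the 2 scan runs of the 7DAF arrays. A run effect that is the same in all tissues is not the main source, since 6294 probes were called with a term for the second of these runs in the limma model, where the run itself was called for 53. A run effect that differs between tissues stays open. Among the 12 arrays at 7DAF, limma with Benjamini-Hochberg called a change between the runs in the difference of CSE from DSE and LSE for 0 probes, while 1227 had an unadjusted p under 0.05. With 4 residual degrees of freedom and 1 array each of CSE and LSE in the second run, this decides nothing. With the slide as a random block, the count stayed within 1.5 times. Of 100 drawn splits of the arrays, 2 were as large with the real one counted, but these splits decide nothing. They exchange the stages within tissues and so mix or reverse the changes between the stages. The other one gave 8299, with the stages of all CSE arrays exchanged and of no DSE array. What also stays open is an effect that depends on signal strength. The direction depends on the processing, with 79.2% of 991 probes higher under normexp and the 75th percentile, 32.8% of 6784 after quantile normalization, 13.5% of 3595 with spike-in scaling and 70.6% of 2858 with the repaired normexp correction. CSE at 12DAF also had the fewest probes above background, and the effect of amplifying small amounts of RNA was not tested. A difference in the timing of development between the tissues, which the design names, may also contribute and was not tested apart from these.

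Between AL and the mean of the starchy endosperm tissues, the change between the stages differed for 3890 probes, 2348 of them (60.4%) with a larger rise or smaller fall in AL. Over the single shifts of all probes that were tried, the fewest calls were 3677, at a shift of 0.15 and 23.4% of the probes tested, which argues against a scaling error as the whole cause. With the term for the second scan run of the 7DAF arrays, 3968 probes were called, which argues against a run effect that is the same in all tissues as the main source. One that differs between tissues stays open. In the 7DAF arrays alone, limma with Benjamini-Hochberg called a change of the difference of AL from starchy endosperm between the runs for 0 probes, with 1388 at an unadjusted p under 0.05 and too few arrays to decide. Of 100 drawn splits, 2 were as large with the real one counted, which decides nothing for the same reason. The other one gave 3914, with the stages of all AL and CSE arrays exchanged and of no DSE array. The count was 24 with normexp and the 75th percentile, 1566 with normexp and quantile normalization, 1357 in the deposited log2 values, 1762 with the repaired normexp correction and 966 with spike-in scaling. Among these, normexp and the 75th percentile rests on a background fitted far below 0 on 2 arrays. The background correction, the amplification of the RNA and the difference of the tissues over time that the design names stay open as explanations.

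The paper does not report on the E1A spike-in control probes of the arrays. These stood highest over the rice probes in CSE at 12DAF, where their mean log2 signal was 5.854 above the 75th percentile of the array (SD 0.147, 3 arrays). In the other groups at 12DAF this was 4.868 in AL, 4.511 in DSE and 4.503 in LSE. The difference of CSE from the other 12DAF arrays was 1.23, with an exact two-sided permutation p of 0.00455 over 220 splits of 3 against 9 arrays, the smallest they can give. At 7DAF the values were 4.83 in CSE, 4.598 in AL, 4.178 in DSE and 4.37 in LSE, with a wider spread between arrays. The slide does not explain this, since CSE stood highest on each of the 3 slides of 12DAF. A few probes taking most of the signal do not explain it either. The brightest 100 spots held 47.07% of the signal in CSE at 12DAF, within the 29.73% to 53.15% of the other groups. Dim probes near background are not its source. Among the 261 brightest of the probes well above background on all arrays, the difference of CSE from DSE and LSE at 12DAF, relative to the E1A probes, was -2.11, with a largest SD between arrays of 0.36 in these groups. It shrank with the signal, to -0.73 among the 260 dimmest of these probes. Over all 2604 such probes, the mean relative to the E1A probes was -6.94 in CSE, -5.46 in DSE and -5.45 in LSE. The amount of spike-in added, the quality of the RNA and the yield of its amplification were not tested and stay open. A smaller part of messenger RNA in total RNA in CSE at 12DAF also stays open, but by itself would lower all probes about equally and leaves the gradient with signal unexplained.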

How the results depend on the processing

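Scaling to the spike-in control probes, the normexp correction with spots dimmer than their surroundings left out (the repaired normexp correction) and the scan run as a random block were chosen after the data were seen, as were the splits with as many arrays from each slide. In the lists of counts, a percentage is the share of called probes that were higher in the tissue named first or at 12DAF, given where it moved by more than 10 percentage points. Without any alternative, this share was 87% for AL against CSE at 7DAF, 81.9% for AL against DSE at 7DAF, 83.1% for AL against LSE at 7DAF, 23.4% for CSE against DSE at 7DAF, 29.9% for CSE against LSE at 7DAF, 88% for DSE against LSE at 7DAF, 81.8% for AL against CSE at 12DAF, 80.1% for AL against DSE at 12DAF, 79.9% for AL against LSE at 12DAF, 33.7% for CSE against DSE at 12DAF, 40.4% for CSE against LSE at 12DAF, 74.3% for DSE against LSE at 12DAF, 36.9% for the stages in AL, 35% for the stages in CSE, 30.1% for the stages in DSE, 38.2% for the stages in LSE, 34% for the stages over all tissues, 86.3% for AL against starchy endosperm, 37.1% for CSE against DSE and LSE at 12DAF, 44.9% for the interaction of stage with CSE and 60.4% for the interaction of stage with AL. The counts of limma calls were compared within a factor of 1.5, and gene lists and named genes by their sign and their adjusted p. Where no cause is given below for a change, the cause was not tested.

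Nothing changed its call among the counts, lists and genes compared when spots marked as outliers by the image software were kept, or with the replicate number as a block (replicate block, with 15040 probes called in at least 1 comparison and 1366 for DSE against LSE at 7DAF), or with the scan run as a random block. The slide as a fixed block could be fitted only for 16 counts, 54 genes and 19 lists within a stage, and none of these changed. With the slide as a random block, whose correlation was 0.166, 19 probes were above all other groups in DSE at 12DAF, and 1 gene newly had an adjusted p under 0.05. The replicate numbers pair the arrays in 6 pairs of groups. Over all groups, arrays with the same number had a median correlation of their deviations of 0.14 within a stage (36 pairs, -0.14 to 0.51, with 20 above 0.1) and of -0.01 across the stages (48 pairs, with 3 above 0.1).

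Quantile normalization left all but 2 of the 30 counts within the factor. Probes above all other groups numbered 256 for AL at 7DAF and 17 for DSE at 12DAF. The share of higher probes became 60.5% for AL against CSE at 7DAF, 49.3% for AL against DSE at 7DAF, 51.8% for AL against LSE at 7DAF, 68% for AL against CSE at 12DAF, 52.7% for AL against DSE at 12DAF, 51.2% for AL against LSE at 12DAF, 29.4% for CSE against LSE at 12DAF, 51.4% for the stages in AL, 45.6% for the stages in DSE, 52.6% for the stages in LSE, 44.7% for the stages over all tissues, 60.4% for AL against starchy endosperm and 32.8% for the interaction of stage with CSE. Glutelin fell to 0.53 and was no longer called. The change of module M3 in DSE and LSE between the stages became 0.31. The glutelin gene Os02g0268100 became -0.24 and the prolamin gene Os06g0507200 -0.31. The cause was not tested.

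The normexp background correction with the 75th percentile lowered the counts listed here. Between tissues these were 1400 for AL against CSE at 7DAF (74.4%), 738 for AL against DSE at 7DAF, 868 for AL against LSE at 7DAF (53%), 252 for CSE against DSE at 7DAF (36.9%), 256 for CSE against LSE at 7DAF, 38 for DSE against LSE at 7DAF (42.1%), 1925 for AL against CSE at 12DAF (50.9%), 1515 for AL against DSE at 12DAF, 1857 for AL against LSE at 12DAF, 1127 for CSE against DSE at 12DAF (70.2%), 1609 for CSE against LSE at 12DAF (71.7%), 21 for DSE against LSE at 12DAF (100%) and 2348 for AL against starchy endosperm (74.9%). Between stages and in sum they were 215 for the stages in AL (73%), 1082 for the stages in CSE (58.1%), 979 for the stages in DSE, 1390 for the stages in LSE (12.6%), 1531 for the stages over all tissues, 991 for the interaction of stage with CSE (79.2%), 24 for the interaction of stage with AL and 5038 for at least 1 comparison. Counts of limma calls above all other groups were 24 for AL at 7DAF, 1 for CSE at 7DAF, 0 for DSE at 7DAF, 1 for LSE at 7DAF, 66 for AL at 12DAF, 277 for CSE at 12DAF, 0 for DSE at 12DAF and 0 for LSE at 12DAF. Among counts within the factor, the share was 91.4% for CSE against DSE and LSE at 12DAF. At an unadjusted p under 0.05, limma gave 4 probes for DSE at 7DAF, 9 for LSE at 12DAF and 0 for DSE at 12DAF. Tubulin and actin reversed to -0.33, molecular chaperones to -0.60, ubiquitin and proteasome to 0.69, calcium signalling to 1.04 and module M1 in AL, DSE and LSE against CSE at 12DAF to -0.37. Phospholipids and glycolipids were at 1.41 and no longer called. The construction of this alternative shows part of the cause. On 6 arrays, 29 spots were dimmer than their local background, and the fitted background mean of the 2 arrays with most of them was -477 and -145, against 6.79 and 13.5 with these spots left out. Of the 38 named genes tested, the calls of Spl7, GRP94, the gibberellin MYB gene, OsMADS7, OsHsfC1b, MID1, OsWRKY51 and OsLG3 were lost, all in the same direction.

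With these spots left out, the repaired normexp correction still gave fewer calls. For pairs of tissues the counts were 3314 for AL against CSE at 7DAF (74.1%), 3221 for AL against DSE at 7DAF, 3305 for AL against LSE at 7DAF, 2511 for CSE against DSE at 7DAF (61.7%), 1387 for CSE against LSE at 7DAF, 358 for DSE against LSE at 7DAF (71.8%), 4480 for AL against CSE at 12DAF (63.5%), 4412 for AL against DSE at 12DAF, 4909 for AL against LSE at 12DAF, 4378 for CSE against DSE at 12DAF (76.3%), 5353 for CSE against LSE at 12DAF (78.4%), 280 for DSE against LSE at 12DAF, 3074 for AL against starchy endosperm and 4703 for CSE against DSE and LSE at 12DAF (77.6%). Stage comparisons gave 1965 for the stages in AL (50.7%), 2663 for the stages in CSE (49.6%), 2876 for the stages in DSE, 2534 for the stages in LSE (25.7%), 1880 for the stages over all tissues, 2858 for the interaction of stage with CSE (70.6%) and 1762 for the interaction of stage with AL. Above all other groups were 202 for AL at 7DAF, 7 for DSE at 7DAF, 4 for LSE at 7DAF, 442 for AL at 12DAF and 1 for DSE at 12DAF. Molecular chaperones were at -0.34, ubiquitin and proteasome at 0.24 and calcium signalling at 0.53, each reversed, and phospholipids and glycolipids at 0.75 were not called. Autophagy, at 1.54, and module M1 against CSE at 12DAF, at 0.14, were newly called. The genes of gibberellin MYB, OsHsfC1b, MID1 and OsWRKY51 fell to 0.83, 0.87, 0.96 and 0.82, under the log2 fold change of 1 asked for a call. The offset of 16 added to each signal shrinks differences between dim probes, which by construction lowers such counts.

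Normexp with quantile normalization moved 27 counts. Tissue pairs gave 2920 for AL against CSE at 7DAF (57.1%), 1719 for AL against DSE at 7DAF (53.5%), 2515 for AL against LSE at 7DAF (54.8%), 1547 for CSE against DSE at 7DAF (38.3%), 1385 for CSE against LSE at 7DAF (42.9%), 338 for DSE against LSE at 7DAF, 5208 for AL against CSE at 12DAF (59.2%), 2659 for AL against DSE at 12DAF (54.7%), 2955 for AL against LSE at 12DAF (55.4%), 3606 for CSE against DSE at 12DAF, 3770 for CSE against LSE at 12DAF, 224 for DSE against LSE at 12DAF, 2233 for AL against starchy endosperm (62.2%) and 3644 for CSE against DSE and LSE at 12DAF. In stage comparisons and in sum the counts were 1366 for the stages in AL (55.7%), 3943 for the stages in CSE, 2121 for the stages in DSE (49.3%), 1731 for the stages in LSE (53.4%), 1655 for the stages over all tissues (45.7%), 3072 for the interaction of stage with CSE, 1566 for the interaction of stage with AL and 8650 for at least 1 comparison. For single groups they were 125 for AL at 7DAF, 9 for DSE at 7DAF, 2 for LSE at 7DAF, 381 for AL at 12DAF and 7 for DSE at 12DAF. Autophagy was newly called at 1.34, and module M3 between the stages was at 0.23. The genes Os02g0268100 and Os06g0507200 reversed to -0.27 and -0.28, and OsHsfC1b, MID1 and OsWRKY51, at 0.49, 0.65 and 0.52, lost their calls. The offset lowers the counts here too.

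In the authors' deposited log2 values, 27 counts moved. Comparing tissues, there were 2497 for AL against CSE at 7DAF (57%), 1573 for AL against DSE at 7DAF (53.1%), 2220 for AL against LSE at 7DAF (53.5%), 1296 for CSE against DSE at 7DAF (38.3%), 1195 for CSE against LSE at 7DAF (42.3%), 284 for DSE against LSE at 7DAF, 4439 for AL against CSE at 12DAF (57.3%), 2317 for AL against DSE at 12DAF (54.3%), 2515 for AL against LSE at 12DAF (55%), 2978 for CSE against DSE at 12DAF, 3144 for CSE against LSE at 12DAF, 188 for DSE against LSE at 12DAF, 1931 for AL against starchy endosperm (62.6%) and 3025 for CSE against DSE and LSE at 12DAF. Comparing stages and in sum, there were 1224 for the stages in AL (55.1%), 3321 for the stages in CSE, 1886 for the stages in DSE (47.7%), 1525 for the stages in LSE (51.3%), 1453 for the stages over all tissues, 2529 for the interaction of stage with CSE, 1357 for the interaction of stage with AL and 7342 for at least 1 comparison. Single groups had 121 for AL at 7DAF, 9 for DSE at 7DAF, 2 for LSE at 7DAF, 335 for AL at 12DAF and 3 for DSE at 12DAF. Autophagy was newly called at 1.29 and module M3 between the stages was at 0.18. The large subunit gene of AGPase Os05g0580000 was at 0.02, and OsHsfC1b, MID1, OsHsfA7 and OsWRKY51 lost their calls at 0.38, 0.50, 0.98 and 0.43. The cause was not tested.

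With no filter on dim probes, more probes were tested, which by itself raises counts. Counts were 8235 for AL against DSE at 7DAF, 22642 for CSE against DSE at 7DAF (77.3%), 16478 for AL against CSE at 12DAF (57.1%), 24584 for CSE against DSE at 12DAF (77.8%), 28418 for CSE against LSE at 12DAF (81.4%) and 28552 for CSE against DSE and LSE at 12DAF (81.1%). In sum they were 39209 for at least 1 comparison. The groups had 52 for CSE at 7DAF, 16 for DSE at 7DAF, 1730 for CSE at 12DAF, 7 for DSE at 12DAF and 4 for LSE at 12DAF. The share was 71.7% for DSE against LSE at 7DAF. Tubulin and actin were at -0.05, molecular chaperones at -0.58, ubiquitin and proteasome at 0.08 and calcium signalling at 1.1, each reversed, where the median of all probes also moved, to 1.11 in CSE against DSE and LSE at 12DAF. Phospholipids and glycolipids (1.13) and module M2 in CSE against DSE and LSE at 7DAF (0.32) were no longer called, and module M1 against CSE at 12DAF (0.72) was newly called. A scaled signal with few counts above background limits how well these probes can be compared.

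Scaling to the 75th percentile of all rice probes left 26 of the 30 counts within the factor and moved single groups. Those groups had 205 for AL at 7DAF, 58 for LSE at 7DAF, 20 for DSE at 12DAF and 18 for LSE at 12DAF. The share of higher probes moved to 50.1% for AL against CSE at 7DAF, 43.4% for AL against DSE at 7DAF, 41.1% for AL against LSE at 7DAF, 42.8% for CSE against DSE at 7DAF, 61.9% for DSE against LSE at 7DAF, 58% for AL against CSE at 12DAF, 46.8% for AL against DSE at 12DAF, 44.1% for AL against LSE at 12DAF, 62.3% for DSE against LSE at 12DAF, 53.2% for the stages in AL, 51.2% for the stages in DSE, 50.3% for the stages in LSE, 51.9% for the stages over all tissues and 47.8% for AL against starchy endosperm. Molecular chaperones became -0.17 and module M3 between the stages 0.33. With a floor under low signals, 9 counts fell outside the factor. The tissue counts were 3832 for CSE against DSE at 7DAF, 835 for DSE against LSE at 7DAF, 5333 for CSE against DSE at 12DAF, 5378 for CSE against LSE at 12DAF and 5394 for CSE against DSE and LSE at 12DAF. For the stages it was 3514 for the stages over all tissues. Group counts were 15 for LSE at 7DAF, 24 for DSE at 12DAF and 15 for LSE at 12DAF. Autophagy (1.75) and module M1 against CSE at 12DAF (0.80) were newly called, and phospholipids and glycolipids were at 0.00 with a reversed sign. A floor removes differences among dim probes by construction, and for the other changes of both alternatives the cause was not tested.

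Adjusting p over only the probes that pass the unadjusted thresholds raised 6 counts, as fewer tests are adjusted for. They were 2175 for DSE against LSE at 7DAF and 1506 for DSE against LSE at 12DAF (64.2%). In single groups the counts were 52 for DSE at 7DAF, 16 for LSE at 7DAF, 26 for DSE at 12DAF and 25 for LSE at 12DAF. With only the arrays of the groups compared, limma called 602 for DSE against LSE at 7DAF and 373 for DSE against LSE at 12DAF. Fewer arrays enter these fits. With fry in place of camera, the lists that were newly called were molecular chaperones (0.16), ubiquitin and proteasome (-0.60), autophagy (1.75), calcium signalling (-0.33), transporters (1.16) and module M1 against CSE at 12DAF (0.95), and those no longer called were phospholipids and glycolipids (0.30) and module M3 between the stages (-0.01). Fry tests a list by itself and camera against all other probes. With the mean of all probes of a gene in place of the brightest, the 60S L9 gene went from -1.10 to 4.01, since its 4 other probes had the opposite sign.

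Scaling to the spike-in control probes moved 19 counts. Between tissues it gave 2308 for AL against DSE at 7DAF, 4123 for AL against LSE at 7DAF, 2703 for CSE against LSE at 7DAF (11.1%), 557 for DSE against LSE at 7DAF, 4411 for AL against DSE at 12DAF, 4883 for AL against LSE at 12DAF and 232 for DSE against LSE at 12DAF (94%). For stages it gave 2041 for the stages in AL, 2565 for the stages in LSE, 3595 for the interaction of stage with CSE (13.5%) and 966 for the interaction of stage with AL (70.4%). Group by group it gave 186 for AL at 7DAF, 1 for CSE at 7DAF, 8 for DSE at 7DAF, 1 for LSE at 7DAF, 417 for AL at 12DAF, 268 for CSE at 12DAF, 5 for DSE at 12DAF and 1 for LSE at 12DAF. The share elsewhere was 4.07% for CSE against DSE at 7DAF, 92.3% for AL against CSE at 12DAF, 4.82% for CSE against DSE at 12DAF, 6.02% for CSE against LSE at 12DAF, 11.4% for the stages in CSE, 18.3% for the stages in DSE, 14.8% for the stages over all tissues and 5.57% for CSE against DSE and LSE at 12DAF. Phospholipids and glycolipids reversed to -1.04 and module M2 in CSE against DSE and LSE at 7DAF to -0.30, as the median of all probes moved to -1.67 and -0.88. Module M3 between the stages was at -0.24 and no longer called. The 60S L9 gene was at 0.29. Of the named genes for CSE at 12DAF, 14 of 18 were called, without CDP-alcohol phosphatidyltransferase, glycerophosphoryl diester phosphodiesterase, the UBA/THIF gene and Spl7, at 0.42, 0.64, 0.60 and 0.42. The lower standing of all rice probes against the spike-in probes in CSE at 12DAF shows the cause of these shifts in part.

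Leaving out 1 array at a time changed few results among the counts, lists and genes compared. The range was 17 to 34 probes for DSE at 7DAF (without LSE replicate 1 and replicate 3), 3 to 20 for LSE at 7DAF (without its replicate 3 and replicate 2), 6 to 13 for DSE at 12DAF (without DSE replicate 3 and LSE replicate 3) and 2 to 12 for LSE at 12DAF (without DSE replicate 1 and CSE replicate 3). Module M3 between the stages ranged from -0.11 without replicate 2 of LSE at 7DAF to 0.04 without replicate 3 of DSE at 12DAF, and the prolamin gene Os06g0507200 from -0.07 to 0.13. Camera no longer called module M3 between the stages without replicate 2 of LSE at 7DAF (-0.11) or replicate 1 of LSE at 12DAF (-0.03), and without 7 other arrays its median was above 0. Of the named genes only 60S L9 lost its call, at -0.99 and -0.93 without replicate 1 or 3 of LSE at 7DAF. Glutelin genes lost an adjusted p under 0.05 in 12 instances and gained it in 1. The cause was not tested. A gene or list whose signal lies near background limits precision, since 1 to 3 arrays of a group then carry its signal.

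Of the 81 genes followed, named loci and members of the starch, glutelin and prolamin lists among them, those whose adjusted p crossed 0.05 numbered 20 with normexp and the 75th percentile, where each lost its standing. Another 7 lost it with quantile normalization and 7 with normexp and quantile normalization, and 2 gained it under each. In the deposited log2 values 1 lost and 2 gained it, and with the 75th percentile of all rice probes 1 lost and 2 gained it. Without a filter on dim probes 2 lost it, with a floor 1 gained it, with spike-in scaling 4 lost it, and with the repaired normexp correction 1 lost and 1 gained it. Of the 18 tested loci named for CSE at 12DAF, 15 were called above each other group. The number was 17 with quantile normalization, 17 with the 75th percentile of all rice probes, 14 with normexp and quantile normalization, 13 in the deposited log2 values, 14 with the mean of all probes of a gene and 6 with normexp and the 75th percentile. It was 13 with the repaired normexp correction and 3 with spike-in scaling. Of the 14 loci named for AL at both stages, 8 were called above each starchy endosperm group, against 7, 6, 5, 4, 8 and 2 under the first alternatives in the same order, and 6 and 5 under the last. The other alternatives run for these loci gave 15 and 8. The cause was not tested.

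Other splits of the arrays were fitted to ask whether chance gives results as large. For the 12 pairs of tissues and for the stages within each of the 4 tissues, only the real split of 10 was as large. The same held for module M2 in CSE against AL at 7DAF and module M1 in AL between the stages. So few splits cannot by themselves exclude chance. For the counts of these pairs and stages, the limma calls argue against it. Each call passed a Benjamini-Hochberg adjusted p under 0.05, and the lowest count was 607, for DSE against LSE at 12DAF. The simulated comparison without change, where limma called 0 probes, had independent noise and does not cover deviations that real arrays share. Other splits of the real arrays gave at most 582 calls for CSE against LSE at 7DAF, where the real split gave 4482. For DSE against LSE they gave at most 198 at 7DAF, against 1296, and 56 at 12DAF, against 607. Chance was not excluded for calcium signalling, with 68 of 84 splits as large, for prolamin, with 5 of 84, or for module M1 in AL, DSE and LSE against CSE at 12DAF, with 21 of 100. For the counts of probes above all other groups the splits decide nothing. They join different tissues in a group, so that the median residual SD was at least 0.936 against 0.479 in the real groups, and only the real one of 100 was as large, except 2 for LSE at 7DAF and at 12DAF. There the other split gave 368 and 71, with the LSE label on the 3 arrays of AL at 12DAF and at 7DAF. Nor do they decide for the interactions of stage with CSE and with AL, where exchanging the stages within tissues mixes or reverses real changes. For each, 2 of 100 were as large, and the other one gave 8299 and 3914. Nor do the splits decide for the probes called in at least 1 comparison. These splits also run over all arrays and join different tissues, and the largest other count was 8903. For the remaining results chance was excluded, within the splits fitted. Of their 84 or 100 splits, 1 was as large, the real one, except for 4 of 100 for module M3 between the stages. This concerns the grouping of the arrays, and camera did not call molecular chaperones, transporters, autophagy or ubiquitin and proteasome. Fry did not call phospholipids and glycolipids or module M3 between the stages.

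Where the replicate numbers pair arrays of the groups compared, the real split was set against those that part as many of these pairs. These were 4 of 10 for 6 pairs of tissues, whose largest other count was 3, against 582 for splits that part fewer. For the lists and for CSE against DSE and LSE at 12DAF they numbered at most 10, too few to exclude chance, except 27 for modules M2 and M3 in CSE against DSE and LSE at 7DAF, where only the real one was as large. For prolamin 2 of 8 were as large. Of the 27 splits with as many arrays from each slide, the real one alone was as large for the results of CSE against DSE and LSE at 12DAF and for glutelin, except calcium signalling with 23, and for prolamin 3 were.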

Differences from the paper's values

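Every alternative named in these paragraphs was set before the data were examined, except spike-in scaling and the repaired normexp correction.

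For all comparisons together, Supplementary Table S2 of the paper has 15090 entries, and 14983 probes were called here. The number differs from the paper's by more than 1.5 times in the deposited log2 values (7342) and under normexp with quantile normalization (8650). It also does so under normexp with the 75th percentile (5038) and no filter on dim probes (39209). The other alternatives set before and run for this count gave between 12990 and 15114. Supplementary Table S1 of the paper lists 1393 entries for 7DAF against 12DAF, where 5780 probes were called here. The values differ by no more than 1.5 times under normexp with the 75th percentile (1531), normexp with quantile normalization (1655) and in the deposited log2 values (1453). They differ by more under quantile normalization (5754), no filter on dim probes (6842), the 75th percentile of all rice probes (5423), marked spots kept (5779), a floor (3514), the slide as a random block (5766), the replicate block (5780), p adjusted over passing probes (5781) and only the groups compared (5780). The repaired normexp correction, chosen after the values were seen, gave 1880, also within 1.5 times, and spike-in scaling, also chosen then, gave 7430.

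For DSE against LSE at 7DAF, the same table of the paper lists 189 entries, where 1296 probes were called here, 167 of the 189 among them. For each of the 189, the paper's adjusted p equals Benjamini-Hochberg over the listed entries alone, so that the paper's smallest p of 5.96e-10 becomes the paper's 1.13e-07, while p values of limma were adjusted here over all 15746 probes tested. None of the alternatives set before came within 1.5 times, though the deposited log2 values came closest, at 284. The others gave 873 with quantile normalization, 38 with normexp and the 75th percentile, 338 with normexp and quantile normalization, 1306 with no filter, 1185 with the 75th percentile of all rice probes, 1293 with marked spots kept, 835 with a floor, 1508 with the slide as a random block, 1232 with the slide as a fixed block, 1366 with the replicate block, 2175 with p adjusted over passing probes and 602 with only the groups compared. Chosen after the values were seen, the repaired normexp correction gave 358 and spike-in scaling 557.

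The text of the paper gives module M3 as preferentially expressed in LSE and DSE at 12DAF, and Table 1 of the paper gives 7DAF for it. Here the median change in DSE and LSE from 7DAF to 12DAF was -0.01. It was positive at 0.31 under quantile normalization, 0.23 under normexp with quantile normalization, 0.18 in the deposited log2 values and 0.33 under the 75th percentile of all rice probes. With spike-in scaling, chosen after the values were seen, it was -0.24.

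The paper puts the peak of SUS1, SUS2 and SSI in CSE at 7DAF. Of these 3 genes, SUS1 peaked there. The level in LSE at 12DAF was higher than in CSE at 7DAF by 1.21 for SUS2 (adjusted p = 0.0851) and by 0.38 for SSI (adjusted p = 0.27, limma with Benjamini-Hochberg). For SUS2 the adjusted p was 0.011 in the deposited log2 values, 0.0112 with normexp and quantile normalization and 0.0243 with a floor, and from 0.0604 to 0.808 under the other alternatives run (limma with Benjamini-Hochberg). For SSI it lay between 0.106 and 0.808 under all of them (limma with Benjamini-Hochberg). No alternative run for these genes reversed either sign.

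The paper names 7 lipid genes as specific to CSE at 12DAF. Of the 6 tested here, 4 were called above each other group. Glycerophosphoryl diester phosphodiesterase was above DSE at 12DAF by 0.11 and was called so under none of the alternatives run for it. Acyl-CoA synthetase was above AL at 7DAF by 0.82. It was called above each other group under quantile normalization (1.90), normexp with quantile normalization (1.38), the 75th percentile of all rice probes (2.11) and in the deposited log2 values (1.32).

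Of the 7 fatty acid genes that the paper calls specific to AL, 4 were called above each starchy endosperm group at both stages. The smallest difference was that of AL at 12DAF from DSE at 7DAF for the others, at 0.29 for enoyl-ACP reductase, and at 0.35 and 1.08 for the dihydrolipoamide S-acetyltransferase genes Os12g0182200 and Os08g0431300. This sets different stages, and with them scan runs, side by side. Table 1 of the paper itself gives modules M5 and M8, which hold these genes, as relatively high in DSE at 7DAF. A floor called Os08g0431300, with the same 1.08, and no alternative called the other two. Among the transcription factors that the paper describes as specific to AL, OsHsfA7, OsWRKY51 and OsERF115 were called above each starchy endosperm group at both stages, and OsLG3 at 12DAF. OsMADS7 at 7DAF stood 0.50 above DSE at 7DAF, OsHsfC1b at 7DAF 0.52 above CSE at 7DAF and MID1 at 12DAF 0.10 above DSE at 7DAF, and none of these was called so under the alternatives run for them. The brightest probes of OsWRKY71 and JMJ705 were not tested. The other probe of OsWRKY71, 2.29 higher in AL, was not called above each starchy endosperm group.

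The paper describes GRP94 as preferentially high in starchy endosperm at 7DAF. Here its level was -1.57 in AL at 7DAF and -1.87 in CSE at 7DAF, and its highest level was -1.21, in LSE at 12DAF, a group the paper also names as high. For a gene of 60S ribosomal protein L9, a member of a module that the paper describes as high at 7DAF and almost absent in CSE at 12DAF, the brightest probe was lower at 7DAF than in CSE at 12DAF, at -1.10. The mean of all probes of the gene was 4.01 higher at 7DAF. With spike-in scaling, chosen after the values were seen, the brightest probe was at 0.29.

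The paper reports genes of ubiquitin-dependent degradation in modules preferentially raised in CSE at 12DAF. Over all such probes of the array, 48 were called higher and 115 lower there than in DSE and LSE, with a median of -0.60. The median was positive under normexp with the 75th percentile (0.69) and with no filter (0.08), and with the repaired normexp correction, chosen after the values were seen (0.24). The members of these modules were not analysed here.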

Other observations

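The test of the slide was chosen only after the result was seen.

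Arrays on a slide may share deviations from their group means. Replicate 2 of CSE and replicate 2 of LSE at 7DAF sat on the same slide and deviated together, with a correlation of 0.27. Replicates 1 and 3 of these tissues, each pair on another slide, had 0.19 and 0.30, so that this is not particular to the slide of replicate 2. If the slide were the cause, all pairs of its 4 arrays would deviate together, but the lowest of the 6 pairs had a correlation of -0.14. Of the pairs, CSE with DSE had 0.23, DSE with LSE 0.25, and AL with CSE, DSE and LSE 0.04, 0.10 and -0.14. The test argues against the slide as a cause acting on all 4 arrays. An effect on some arrays of the slide, or of the handling of these samples, was not tested and stays open, and no biological explanation was tested.

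The E1A control probes stood highest over the rice probes on these 2 arrays among those at 7DAF, at 5.77 for CSE and 5.70 for LSE. The other replicates of these groups lay between 3.66 and 4.65.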
